# An intricate functional relationship between NuA4 and Sfp1 regulates ribosome biogenesis in response to nutrient availability

**DOI:** 10.1016/j.jbc.2026.113107

**Published:** 2026-05-06

**Authors:** Ke Xu, Stéphanie Bianco, Charles Joly Beauparlant, Valérie Côté, Lara Herrmann, Arnaud Droit, Michael Downey, Amine Nourani, Jacques Côté

**Keywords:** ribosome biogenesis, Sfp1, NuA4, acetylation, ribosomal proteins, carbon source, chromatin, transcription, yeast

## Abstract

Ribosome biogenesis is a crucial process requiring enormous transcriptional output. In budding yeast, the expression of 138 ribosomal protein (RP) genes and over 200 ribosome biogenesis (RiBi) genes is regulated by an intricate network of factors, including the nutrient-sensitive transcription activator Sfp1 and the NuA4 coactivator/acetyltransferase complex. Nutrient starvation or inhibition of target of rapamycin complex 1 by rapamycin leads to repression of RP and RiBi genes, in part through blocking Sfp1 nuclear localization and NuA4-dependent chromatin acetylation. Here, we demonstrate that Sfp1 physically interacts with NuA4 in a target of rapamycin complex 1-dependent manner. Our results indicate that Sfp1, along with NuA4, regulate the transcription of RiBi and RP genes *via* distinct mechanisms depending on promoter architectures. Sfp1 promotes histone acetylation at the promoters without affecting NuA4 recruitment. In contrast, NuA4 does impact Sfp1 binding but specifically at two classes of RP genes. Importantly, NuA4 acetylates Sfp1 at lysines 655 and 657, regulating its function. Cells expressing Sfp1 with acetyl-mimicking mutations exhibit increased expression of RiBi genes while RP genes remain stable. However, the same mutants lead to the loss of Sfp1 binding/activity at RiBi genes when cells are under non-optimal growth conditions. Mimicking constitutive acetylation of Sfp1 also limits the transcriptional burst of RP genes upon addition of glucose. Altogether, these results draw an intricate functional relationship between Sfp1 and NuA4 to control ribosome biogenesis, fine-tuning transcription output in different growth conditions.

Cells have evolved intricate regulatory networks to adapt their physiology to environmental changes (1). In budding yeast, the target of rapamycin complex 1 (TORC1) kinase plays a central role in sensing external cues and transmitting signals to regulate cell growth and metabolism in response to nutrient availability and stress (2). Among the many physiological processes regulated by TORC1, the formation of functional ribosomes stands out as one of the most energy-intensive activities. Yeast ribosomes contain 79 different ribosomal proteins (RPs) encoded by 139 RP genes. More than 200 ribosome biogenesis (RiBi) regulons are implicated in ribosome assembly to enable accurate construction and function (3). To limit unnecessary energy expenditure, the expression of RP and RiBi genes must be tightly controlled at the transcriptional level, which involves sets of activators and coactivators (4, 5, 6). Despite sharing common transcription factors (TFs) with RP genes and showing similar transcriptional responses to nutrient perturbations, RiBi gene promoters are often enriched with the so-called RRPE and PAC motifs and can exhibit distinct regulation (7).

Sfp1 is a zinc finger transcriptional activator that plays a pivotal role in orchestrating the complex expression of RP and RiBi genes in response to nutrient fluctuations (6, 8). Under optimal growth conditions, TOR kinase phosphorylates Sfp1, promoting its nuclear localization, where it collaborates with various TFs and coactivators to promote RP and RiBi gene expression (9). However, nutrient starvation or treatment with rapamycin (TORC1 inhibitor) triggers the translocation of Sfp1 to the cytoplasm, resulting in RiBi and RP repression (10). Coactivators are often recruited by TFs to specific genes to modify chromatin structure, creating a permissive state for transcription. Among the coactivators implicated in RP and RiBi gene activation, histone acetyltransferase (HAT) complexes SAGA and NuA4 are recruited to the promoter region to acetylate nucleosomes and facilitate transcription (11, 12, 13, 14, 15). While SAGA acetylates histones H3 and H2B, NuA4 targets H4 and H2A and both complexes can be recruited through similar mechanisms (16, 17). NuA4 is a 13-subunit complex that contains the only essential HAT in *Saccharomyces cerevisiae*, Esa1, required for the vast majority of H4, H2A, and variant Htz1 acetylation in chromatin (18, 19, 20, 21). We and others previously revealed the extensive binding of NuA4 at RP gene promoters, with its association seeming to be regulated by TORC1 signaling pathway (13, 22, 23, 24). Esa1 positively regulates RP transcription, and its recruitment is correlated with nutrient availabilities. Together, these observations raise the question of a possible functional interaction between Sfp1 and NuA4 to regulate RP and RiBi gene expression.

To test this hypothesis and understand how these two factors may interact functionally, we undertook molecular and global approaches in budding yeast. We show that Sfp1 physically interacts with NuA4 in a TORC1-dependent manner. Depletion of Sfp1 results in reduced H3 and H4 acetylation at RiBi and RP promoters, even though NuA4 binding is not decreased at these locations. Conversely, loss of NuA4-dependent histone acetylation through Esa1 depletion affects Sfp1 recruitment at specific RP gene promoters. Interestingly, Sfp1 lysine 655 and lysine 657 are acetylated in an Esa1-dependent manner. When nutrients are available, mimicking constitutive Sfp1 acetylation leads to increased occupancy and activity at RiBi genes, whereas no significant changes are observed at RP genes. Noteworthy, cells expressing acetyl-mimicking Sfp1 are more sensitive to nutrient deficiency or TORC1 inhibition, likely reflecting misguided signaling. This implies that, in addition to histone acetylation, NuA4 regulates RP/RiBi gene expression by modulating the transcriptional function of Sfp1 through non-histone acetylation, in response to nutrient availability.

## Results

### NuA4 interacts with Sfp1 *in vivo* and *in vitro*

NuA4 and Sfp1 bind to RP genes regulating their expression in response to stress and nutrient perturbations (13, 15, 24, 25, 26, 27, 28). However, it is still unknown whether NuA4 and Sfp1 interact physically and functionally at their mutual target genes. To answer this question, we affinity purified Sfp1-TAP fusion protein, expressed from the endogenous *SFP1* locus, and identified interacting proteins by Western blotting. As a control, the NuA4 complex from an Epl1-TAP expressing strain was purified in parallel. As shown in Figure 1*A*, we detected the protein Tra1 in the Sfp1 purified fraction, confirming previous studies (9, 26). Tra1 is an essential component of both SAGA and NuA4 HAT complexes. It is the recruitment interface for different TFs (16). To specifically ask if Sfp1 interacts with NuA4, we probed for Eaf1, a NuA4-specific subunit (29). As shown in Figure 1*B*, Eaf1 as well as Arp4, another NuA4 subunit, were detected in both Sfp1-TAP and Epl1-TAP purified fractions, indicating that Sfp1 interacts physically with NuA4 *in vivo*. Importantly, TORC1 inhibition with rapamycin disrupts the detected NuA4-Sfp1 interaction, likely reflecting the relocation of Sfp1 to the cytoplasm (Fig. 1*C*). To determine if the physical interaction between Sfp1 and NuA4 can be direct, we performed a GST pulldown experiment using recombinant GST-Sfp1 and TAP-purified NuA4. NuA4 activity was assessed by a HAT assay on nucleosomes. GST-Gcn4 is used as a positive control as Gcn4-NuA4 interaction is known (30). As shown in Figure 1*D*, NuA4 HAT activity is pulled down by GST-Sfp1 and GST-Gcn4 but not GST alone, with parallel depletion from the supernatant. Altogether, these results indicate that Sfp1 interacts with NuA4 *in vivo* and this interaction is likely direct.

**Figure 1:**
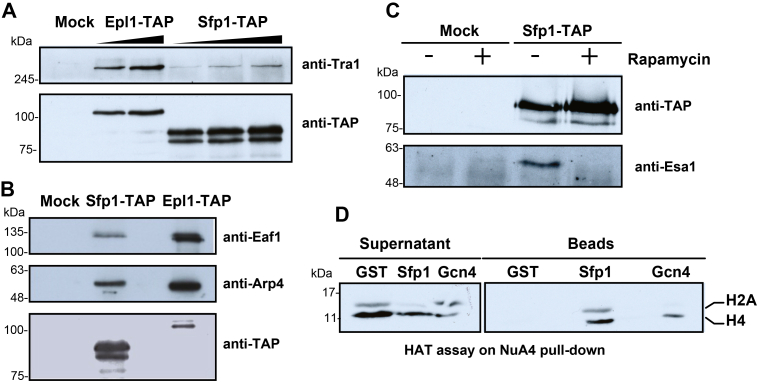
**Sfp1 interacts with NuA4 *in vivo* and *in vitro*.***A*, Western blot of Tra1, a subunit of NuA4 and SAGA complexes, on different amounts of affinity-purified fractions from cells expressing Sfp1-TAP or Epl1-TAP. A mock purification from an untagged strain is shown as negative control. *B*, Western blots of Eaf1 and Arp4, selected subunits of the NuA4 complex, confirm the interaction between Sfp1 and the NuA4 complex *in vivo*. *C*, Sfp1 interaction with NuA4 is sensitive to rapamycin *in vivo*. Sfp1-TAP purified fractions (or mock) were obtained from cells treated or not with with rapamycin (200 ng/ml) for 2 h to inhibit the TOR kinase. Western blots of NuA4 catalytic subunit Esa1 shows loss of cofractionating signal after treatment. *D*, TAP-purified NuA4 complex was incubated with recombinant GST, GST-Sfp1 or GST-Gcn4 proteins on glutathione beads. After washes, *In vitro* histone acetyltransferase (HAT) assay was performed with the beads and supernatants. HAT activity is detected on Sfp1 and Gcn4 (positive control) beads. TOR, target of rapomycin.

### Sfp1 does not affect NuA4 binding at RP and RiBi gene promoters

Since Sfp1 and NuA4 physically interact, we next determined if Sfp1 affects NuA4 recruitment at the promoters of RiBi and RP genes. Cells lacking Sfp1 exhibit reduced size and slower growth rate compared to WT cells (6, 31, 32). To avoid the negative impact of Sfp1 deletion on growth that could lead to indirect effects, we used the “anchor-away” (AA) system to rapidly deplete Sfp1 from the nucleus (33). AA-induced Sfp1 depletion results in noticeable growth defects on plates while robust growth is maintained in control conditions (Fig. 2*A*). Sfp1 depletion from its target genes was confirmed by chromatin immunoprecipitation (ChIP) at *RPL2B* and *RPS11B* promoters (Fig. S1, *A* and *B*). Interestingly, the binding of NuA4 (Eaf1 subunit) does not seem affected by Sfp1 presence (Fig. 2*B*). Even the use of *SFP1-*deleted cells confirmed that NuA4 binding at RP promoters is not significantly affected by the absence of Sfp1 (Fig. S1, *C* and *D*). Furthermore, even overexpression of *SFP1* from the inducible *GAL1* promoter does not affect NuA4 binding (Fig. S1, *E* and *F*).

**Figure 2:**
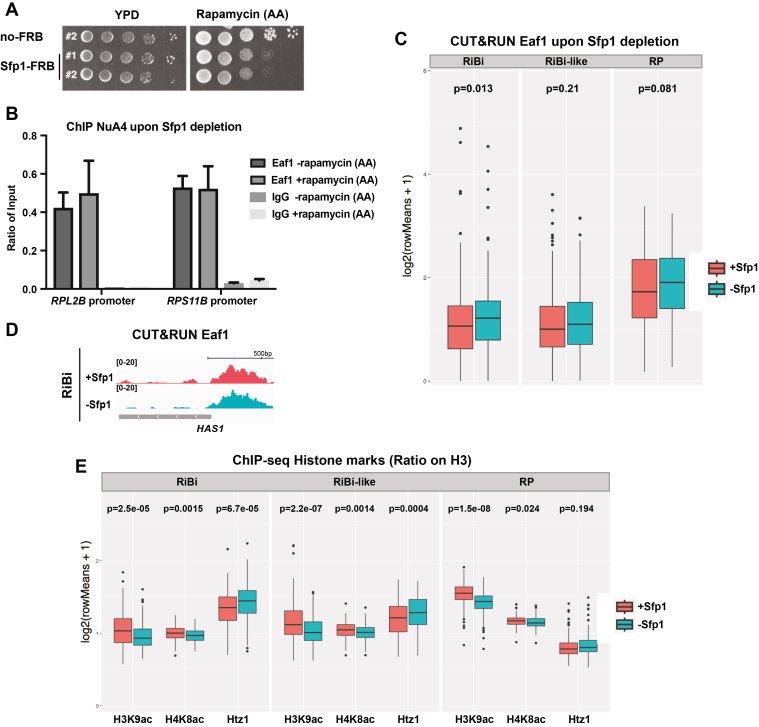
**Sfp1 depletion does not decrease NuA4 recruitment on RP/RiBi gene promoters but affects chromatin acetylation.***A*, endogenous tagging of *SFP1* with FRB was constructed in rapamycin-resistant parental strain to induce Sfp1 depletion using the anchor-away (AA) system. Rapamycin (1 μg/ml) is used to trigger AA depletion. Sfp1-depleted cells show growth defects on rapamycin agar plates whereas no-FRB control cells grow normally. *B*, NuA4 recruitment at RP gene promoters upon Sfp1 depletion was determined by ChIP-qPCR with an anti-Eaf1 antibody, showing no decrease in the absence of Sfp1. Signals are presented as ration on input (%) and Error bars are the range of two independent experiments. *C*, anti-Eaf1 CUT&RUN samples from Sfp1-FRB cells treated or not with rapamycin were sequenced and analyzed for NuA4 localization. Box plots showing Eaf1 binding in normal conditions and upon Sfp1 depletion at the promoters of different gene clusters (ribosomal protein (RP) genes, ribosome biogenesis (RiBi) genes, ribosome biogenesis like (RiBi-like) genes). Samples with or without Sfp1 were colored in *marron* and *indigo*, respectively. Box plots were computed using means of bins per gene. The *p-*value was calculated by Wilcoxon testing. IgG control sequencing reads were subtracted from normalized RPM tracks. *D*, IGV tracks showing Eaf1 CUT&RUN peak at the *HAS1* gene promoter (RiBi) in normal and Sfp1-depleted cells. *E*, box plots of ChIP-seq samples measuring histone acetylation and Htz1 occupancy changes upon Sfp1 depletion on the three gene clusters as in (*D*). Signals were normalized to histone H3 levels measured in parallel to account for nucleosome density and are from biological replicates. The *p-*value was calculated by Wilcoxon testing. ChIP-qPCR, chromatin immunoprecipitation-quantitative polymerase chain reaction. CUT&RUN, Cleavage Under Targets & Release Using Nuclease.

We next sought to examine Sfp1 and NuA4 localization genome-wide. Discrepancies in previous studies on Sfp1 localization stemmed from limited detection at only a subset of RP gene promoters, while both RP and RiBi genes are downregulated in *sfp1Δ* strains (6, 31). Also, gene expression analysis from a Gal-induced Sfp1 expression revealed rapid induction of RiBi genes, whereas RP gene expression is increased with much slower kinetics (32). In contrast to ChIP experiments which predominantly detected Sfp1 binding at RP gene promoters, ChEC-seq using MNase-based chromatin digestion showed clear Sfp1 signals at RiBi genes with limited detection at RP gene promoters (25, 34, 35). This methodological discrepancy may be attributed to the higher A/T content and lower formaldehyde-crosslinking efficiency of RiBi gene promoters compared to RP genes (5, 36, 37, 38, 39). To address this issue, we used the noncrosslinking Cleavage Under Targets & Release Using Nuclease (CUT&RUN) approach to analyze NuA4 and Sfp1 profiles (40, 41). This technique is related to the ChEC-seq method while addressing its limitations due to the target proteins being fused with the MNase enzyme. For analysis, we categorized the detectable genes into three clusters: RP genes, RiBi genes, and RiBi-like genes (other Sfp1-targeted genes that exhibit similar regulation to RiBi genes linked to growth) (25).

CUT&RUN signals were obtained for Sfp1 and NuA4 and both are over promoter regions 5′ of transcription start sites and the H3K4me3 histone mark, harboring more than 650 shared targets (Fig. S1, *G* and *H*). NuA4 binding is confirmed at both RP and RiBi gene promoters, with stronger signals observed for RP genes (Fig. 2*C*). Consistent with our ChIP-qPCR data, Sfp1 depletion does not negatively affect NuA4 binding across all three gene clusters (Fig. 2, *C* and *D*). Thus, we conclude that the recruitment of the NuA4 complex is independent of its association with Sfp1.

### Sfp1 depletion attenuates acetylation of histone H3 and H4 and increases variant histone Htz1 occupancy

Although the recruitment of NuA4 is not affected by Sfp1, we tested whether Sfp1 influences its function. Nucleosomes surrounding the upstream activating sequences of RP/RiBi genes are highly acetylated reflecting chromatin structure permissive for transcription (13). Histone H3 and H4 acetylation levels were measured by ChIP-seq, using total histone H3 signal as control for nucleosome occupancy, in biological duplicates. Box plots shown in Figure 2*E* indicate that depletion of Sfp1 induces significant reduction in both H3 and H4 acetylation at all gene clusters (heatmaps in Fig. S2*A*, confirmed by independent ChIP-qPCR in Fig. S2*B*). These results suggest that the presence of Sfp1 may set the promoter architecture to facilitate histone H4 acetylation without affecting the binding of NuA4.

Htz1 is a histone H2A variant often found at promoter regions (42). It has a unique C-terminal tail that plays a crucial role in its deposition and an extended αC helix patch that regulates chromatin compaction (43, 44). Gene activation promotes Htz1 loss, whereas gene repression promotes Htz1 acquisition (42). Interestingly, Htz1 is highly enriched in RiBi genes whereas RP genes are depleted of Htz1 (42). Surprisingly, ChIP-seq data show a significant increase in Htz1 occupancy at RiBi and RiBi-like gene promoters upon Sfp1 depletion (Fig. 2*E*, Htz1/H3, confirmed by independent ChIP-qPCR in Fig. S3*A*). NuA4 can regulate Htz1 incorporation and is responsible for its acetylation in chromatin (21, 45, 46, 47). To measure Htz1 acetylation, we immunoprecipitated proteins using an anti-acetylated lysine antibody and measured Htz1 changes by Western blotting. When Sfp1 is depleted, we observe a slight decrease in Htz1 acetylation while bulk H4 acetylation remains unchanged (Fig. S3*B*). *SFP1*-deleted cells also show a decrease in bulk Htz1K14 acetylation, as well as an apparent increase in total Htz1 (Fig. S3*C*). Comparison of Sfp1 CUT&RUN peaks (Fig. 3 below) with published Htz1 ChIP-seq peaks (48) indicates that the majority of Sfp1-bound regions also contain Htz1 (Fig. S3*D*). These findings are consistent with previous studies linking Htz1K14 acetylation to active genes, including Sfp1 target genes involved in RiBi and protein synthesis (47). Our results show that Sfp1 affects NuA4-dependent acetylation of histone H4 and Htz1 as well as previously reported SAGA-mediated acetylation of histone H3 (49). Furthermore, decrease of acetylation in the absence of Sfp1 leads to stabilization of Htz1 at RiBi promoters. These observations suggest that Sfp1 indirectly modulates chromatin structure by affecting histone acetylation and the stability of Htz1-containing nucleosomes.

**Figure 3:**
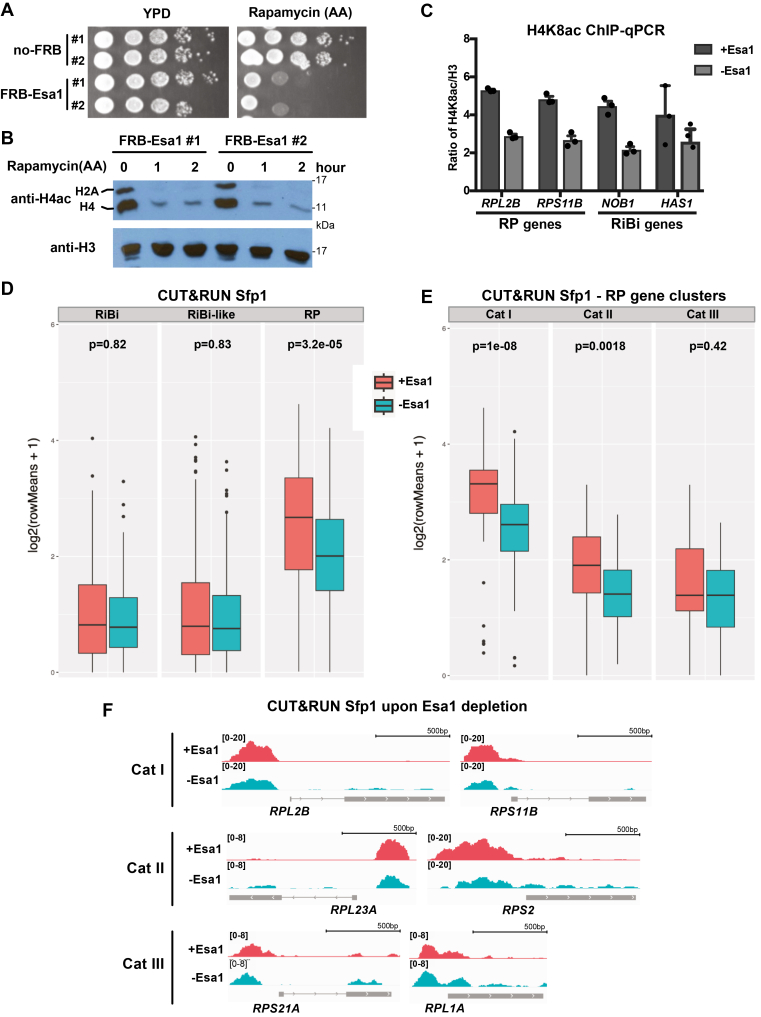
**Esa1 depletion affects Sfp1 binding at specific ribosomal protein gene promoters.***A*, FRB tagging of endogenous *Esa1* was constructed in a rapamycin-resistant parental strain to induce Esa1 depletion by the anchor-away (AA) system. FRB was tagged at the N terminus of Esa1 to avoid impeding its function. Rapamycin (1 μg/ml) is used to trigger AA depletion. Esa1-depleted cells show growth defects on rapamycin agar plates while no-FRB control cells grow normally. *B*, rapid loss of H4 acetylation upon Esa1 depletion is shown by Western blotting. The anti-H4ac antibody also recognizes H2A acetylation. Anti-H3 is used as a loading control. *C*, H4K8ac measured by ChIP-qPCR shows a decreased level at RP (*RPL2B* and *RPS11 B*) and RiBi (*NOB1* and *HAS1*) gene promoters upon Esa1 depletion. Values are a ratio of IP/input of H4K8ac on H3. Error bars represent the standard error of three independent experiments. *D*, box plots showing Sfp1 enrichment determined by CUT&RUN at the different gene clusters upon Esa1 depletion. *E*, box plots showing Sfp1 binding at different categories of RP gene promoters upon Esa1 depletion. Box plots were computed using means of bins per gene. The *p-*value was calculated by Wilcoxon testing. *F*, IGV tracks showing Sfp1 CUT&RUN peaks at different categories of RP gene promoters upon Esa1 depletion. Category I (*RPL2B* and *RPS11B*), Category II (*RPL23A* and *RPS2*), Category III (*RPS21A* and *RPL1A*). IgG controls were subtracted from normalized RPM tracks. CUT&RUN, Cleavage Under Targets & Release Using Nuclease; FRB, FKBP-rapamycin binding; RP, ribosomal protein.

### NuA4 depletion leads to decreased Sfp1 binding at RP gene promoters

Since Sfp1 does not affect the binding of NuA4 at promoters but can modulate its function, we tested if NuA4 can affect Sfp1 function at co-bound promoters. Since Esa1 is essential for viability, we relied again on the AA approach to rapidly deplete NuA4 catalytic subunit Esa1 (Fig. 3*A*). One hour of Esa1 depletion leads to reduction of H4 acetylation in bulk chromatin as well as by ChIP-qPCR at RP/RiBi genes (Fig. 3, *B* and *C*). We then assessed by CUT&RUN the effect of NuA4 depletion on Sfp1 presence at target genes. Upon Esa1 depletion, Sfp1 binding is reduced at the RP gene cluster (Fig. 3*D*). In yeast, ribosomes are composed of 79 distinct RPs encoded by 138 genes. Several TFs, including Rap1, Hmo1, Ifh1, Fhl1, and Sfp1, have been found to localize at the promoter of RP genes. Distinct binding patterns of these TFs are used to categorize RP genes into three groups (3, 5, 50, 51). Hmo1 specifically binds to Cat I promoters, while both Cat I and II promoters show detectable binding of Rap1, Ifh1, Fhl1, and Sfp1. Cat III promoters have different architectures, with only 13 RP genes in this category (39). Notably, Sfp1 has been shown to bind the gAAAATTTTc motif *in vitro* and may be present on the Cat III promoters (3, 52). When Sfp1 is rapidly depleted, there is a much stronger down-regulation of Cat III genes compared to Cat I and II (25). Therefore, to more precisely assess the role of NuA4 on Sfp1 binding at RP gene promoters, we divided the RP cluster into these three categories and analyzed our Sfp1 CUT&RUN data. Box plots in Figure 3*E* show that Sfp1 is detectable in all three categories, although Cat III promoters had the lowest signal. Importantly, a significant decrease in Sfp1 signal is observed upon Esa1 depletion in the Cat I and II groups, whereas Sfp1 binding at Cat III genes does not seem affected. Representative IGV tracks for all three categories are shown in Figure 3*F*. These results clearly indicate that NuA4 is required for optimal recruitment of Sfp1 to Cat I and II RP genes.

### Sfp1 is acetylated by NuA4 at lysines 655 and 657

In addition to histones, NuA4 can acetylate non-histone substrates that are involved in a variety of cellular processes (53, 54, 55, 56). Previous observations indicate that Sfp1 is acetylated on lysines 655 and 657 *in vivo* and this modification is Esa1/NuA4-dependent (57) (Fig. 4*A*). To test the relative contribution of these two acetylation sites to Sfp1 function, we generated a K655/657 arginine mutant (K655/657R), which cannot be acetylated but maintains the positive charge of lysine residues, and a K655/657 glutamine mutant, which is often used as a mimic of acetylated lysine residues (K655/657Q). The R and Q mutants have the same protein level as the WT Sfp1, but we observed a slightly slower growth for the Q mutant in liquid media (Fig. S4, *A* and *B*). We first wanted to confirm that Sfp1 is acetylated *in vivo* and assess the contribution of the two lysine residues. We immunoprecipitated Sfp1 from WT and mutated strains and performed Western blotting using an anti-acetylated lysine antibody. We also assessed Sfp1 acetylation level in a *sir2Δhst1Δhst2Δ* deacetylase mutant strain and confirmed previous results as acetylated Sfp1 is significantly increased in that genetic background (57). As shown in Figure 4*B*, Sfp1 is acetylated *in vivo* and the K655/657R mutation slightly reduces the level of acetylated Sfp1 without eliminating it. This suggests that K655/657 are indeed targeted for acetylation but are not the only sites on Sfp1. It also indicates that these sites show dynamic acetylation/deacetylation cycles involving sirtuins deacetylases (Fig. 4*B*).

**Figure 4:**
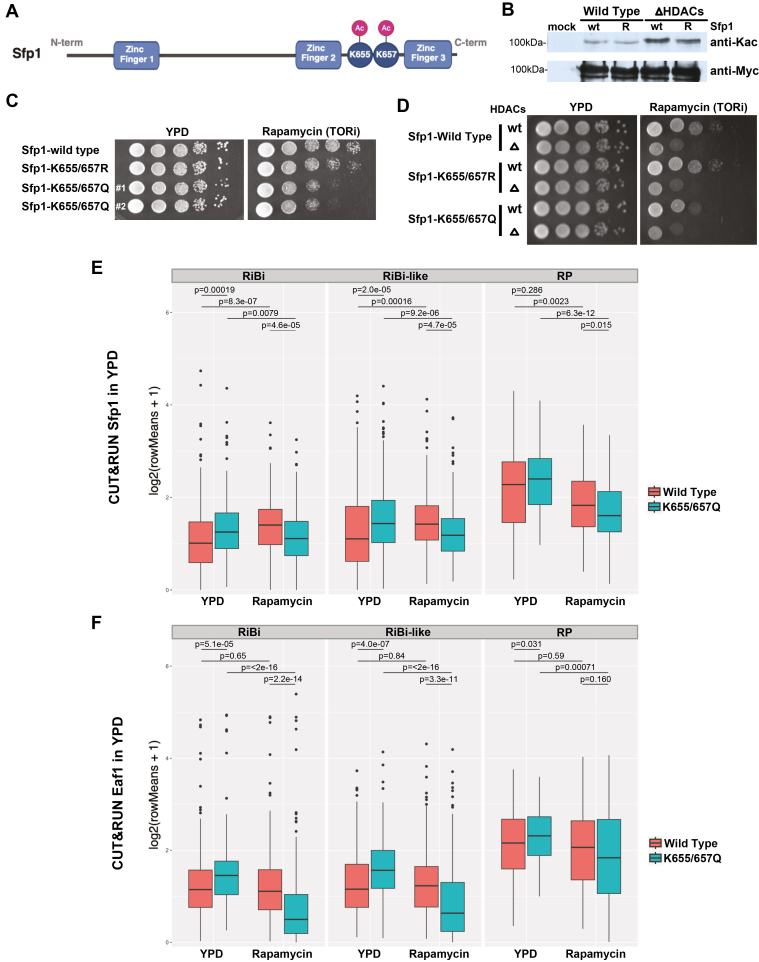
**Esa1-dependent acetylation of Sfp1 on lysines 655 and 657 affects its binding at target genes in normal and TOR-inhibited conditions.***A*, diagram showing the locations of the lysine residues acetylated by Esa1 and the predicted zinc-finger domains of Sfp1. *B*, Sfp1 acetylation is regulated by sirtuin histone deacetylases. Myc-tagged Sfp1 was immunoprecipitated from wild-type or *sir2*Δ *hst1*Δ *hst2*Δ (ΔHDACs) triple mutant cell extracts and analyzed by Western blotting with an antibody directed toward acetylated lysine or the myc epitope. The acetylation status was compared between wild-type Sfp1 and Sfp1 with lysines 655 and 657 mutated to arginine (WT *versus* R). *C*, spot assay testing growth rates of wild-type cells and Sfp1 mutants in YPD and TOR-inhibited conditions. Ten-fold serial dilutions of strains expressing WT or mutant Sfp1 on complete media alone or containing rapamycin (200 ng/ml). *D*, ΔHDACs cells are hypersensitive to rapamycin. Sfp1 K655/657 mutants were introduced in *sir2*Δ *hst1*Δ *hst2*Δ (ΔHDACs) triple mutated strain and spot assays were performed as in *C*. *E* and *F*, box plots showing Sfp1 and Eaf1 CUT&RUN signals at different gene clusters in the wild-type and K655/657Q mutant strains, in normal rich media (YPD) and TOR-inhibited (200 ng/ml rapamycin) conditions. Signals obtained in parallel with IgG control were subtracted from normalized RPM tracks. Wild-type Sfp1 is colored in *marron* and K655/657Q mutant colored in *indigo*. Box plots and associated Wilcoxon tests were computed using means of bins per gene. CUT&RUN, Cleavage Under Targets & Release Using Nuclease; IgG, immunoglobulin G; TOR, target of rapomycin; YPD, yeast extract peptone dextrose.

In optimal growth conditions, Sfp1 is localized in the nucleus and moves out to the cytoplasm when yeast cells undergo stress or nutritional deprivation (10). As mentioned above, the TORC1 Complex promotes Sfp1 nuclear localization (6) and its inhibition by rapamycin strongly affects Sfp1 localization and function. Interestingly, the Sfp1 K655/K657Q acetyl-mimic mutant cells have increased sensitivity to rapamycin compared to WT and K655/657R mutant cells (Fig. 4*C*). In parallel, the *sir2Δhst1Δhst2Δ* deacetylase mutant strain is highly sensitive to TORC1 inhibition, but the K655/657R mutant cannot rescue this phenotype by itself (Fig. 4*D*). These results suggest that mutations in Sfp1 mimicking constitutive acetylation makes the cells more sensitive to inhibition of TOR signaling, perhaps acting like a misleading signal of high nutrient conditions. To dissect the effects of NuA4-dependent Sfp1 acetylation on Sfp1 binding to target genes, we performed Sfp1 CUT&RUN sequencing under normal and TORC1-inhibited conditions. Overall, WT and mutant Sfp1 are mostly detected at the same genomic loci, 93% being gene promoters (Fig. S4*C*). Intriguingly, the binding of the acetyl-mimic Sfp1 is significantly increased at RiBi and RiBi-like genes when growth conditions are favorable, while no significant change is observed at RP gene promoters (Figs. 4*E* and S4*D*). In contrast, the opposite trend occurs upon rapamycin treatment, as the acetyl-mimic Sfp1 shows significant decreased binding (Fig. 4*E*). This is consistent with the slower growth rate in the presence of rapamycin, the acetyl-mimic mutant being more sensitive to TORC1 inhibition than WT Sfp1. Importantly, NuA4 recruitment is also increased at RiBi and RiBi-like gene promoters in rich media in the presence of Sfp1-K655/657Q as well as also decreased after rapamycin treatment in the same background, functionally linking again Sfp1 acetylation and NuA4 (Fig. 4*F*). Altogether, these results suggest that constitutive acetylation of Sfp1 is an aberrant signal misleading the cell in different growth conditions.

### Acetylation of Sfp1 affects its activity as transcriptional activator

Since the binding of Sfp1 to target genes can be affected by its NuA4-dependent acetylation, we analyzed its effect on transcription. RNAs were extracted from WT Sfp1 and the two mutant strains grown in rich media and differentially expressed genes were measured by RT-qPCR. The K655/657Q strain shows more than two-fold increase in the expression of RiBi genes, while RP gene expression remains similar to that of the WT strain (Fig. 5*A*). To get the genome-wide picture, we then performed RNA sequencing (Fig. S5). 

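RNA-seq was performed in 3 strains carrying WT Sfp1, K655/657R or K655/657Q. Each strain was grown in YPD (2% glucose) in 2 replicates, within a series of 24 libraries that also covers raffinose and the glucose pulse. SFP1 (YLR403W) lies on chromosome XII of the R64 reference from 925568 to 927619 on the forward strand and encodes 683 residues. Lysine 655 is encoded by AAG at 927530 to 927532 and lysine 657 by AAA at 927536 to 927538. The residues around both lysines, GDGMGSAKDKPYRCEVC, are encoded in the reference by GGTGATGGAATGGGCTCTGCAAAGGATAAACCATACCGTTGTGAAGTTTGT. The authors trimmed the reads with fastp, quantified them with Kallisto against the transcriptome and deposited TPM values, 1 per transcript and library. Each library sums to 1000000 TPM, so its number of reads, and with it the counting error, is unknown. In the YPD libraries, 6452 to 6476 transcripts were above 0 and the median TPM was 12.3 in both WT replicates, 12.0 and 11.6 in K655/657R, and 14.2 and 14.7 in K655/657Q. From there, TPM were divided by a median-of-ratios size factor per library and log2-transformed after adding 1. The 6363 genes with a mean TPM of at least 1 were tested with limma over the 23 libraries that the paper used. One mean was fitted per strain and condition, so that all groups shared 1 estimate of the spread with 11 residual degrees of freedom. With 2 libraries against 2, an exact permutation test of a single comparison cannot go below p = 0.333. A gene was called dysregulated, as in the paper, at an adjusted p under 0.05 and a fold change of at least 1.5. Across genes, replicates differed by a root mean square of 0.21 on the log2 scale in WT, 0.20 in K655/657R and 0.21 in K655/657Q. SFP1 itself had a scaled TPM of 12.0 ± 0.67 in WT, 10.8 ± 0.10 in K655/657R and 15.6 ± 1.3 in K655/657Q (SD, n = 2 each). Its log2 fold change against WT was 0.35 in K655/657Q (standard error 0.068, adjusted p = 7.6e-04) and -0.14 in K655/657R (adjusted p = 0.21), both under the fold change threshold.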

As shown in Figure 5, *B*–*D*, genes belonging to RiBi and RiBi-like clusters are confirmed as upregulated in the Sfp1 acetyl-mimic mutant. 

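RiBi genes were taken here from a list of 192 genes named for rRNA processing, rRNA modification and ribosome assembly, because the paper's text does not list the members of its clusters. RiBi-like genes were not analysed here. The mean log2(scaled TPM + 1) over the 192 genes was 3.49 ± 0.058 in WT, 3.50 ± 0.027 in K655/657R and 4.18 ± 0.052 in K655/657Q (SD, n = 2 each). Their median log2 fold change in K655/657Q against WT was 0.70, with quartiles of 0.55 and 0.86, and 191 genes were higher and 1 was lower (adjusted p = 1.3e-07, limma's fry test, adjusted over 22 set tests). With each YPD library of the pair of strains left out in turn, the median stayed between 0.66 and 0.74. In K655/657R the median was 0.02, with 104 genes higher and 88 lower (adjusted p = 0.98). Deviations of same-numbered replicates in WT and K655/657Q correlated at -0.35 across 4332 genes, so that replicate 1 of either strain tended to vary with replicate 2 of the other. The RiBi difference was 0.78 and 0.62 between same-numbered replicates and 0.69 and 0.70 between crossed ones. With the replicate number added as a replicate block, the median was 0.70 (adjusted p = 3.1e-07), and with crossed numbers, added after the data were seen, the adjusted p was 2.4e-07 (RiBi set, Q vs WT, YPD). Among the alternatives, scaling to ACT1 moved the median most, to 1.06. Of the genes measured by RT-qPCR, NOB1 (YOR056C, chromosome XV, 430247 to 431626) rose from a scaled TPM of 7.06 ± 0.69 to 12.8 ± 0.59, a log2 fold change of 0.78 (standard error 0.068, adjusted p = 3.9e-07). NUG1 (YER006W, chromosome V, 162723 to 164285) rose from 13.2 ± 0.062 to 28.6 ± 2.1 (SD, n = 2 each), a log2 fold change of 1.06. The log2 fold change was 0.98 for HAS1 (YMR290C), 0.98 for RPF2 (YKR081C) and 0.68 for NSA1 (YGL111W). Adjusted p values of these 5 genes ranged from 1.7e-07 to 1.8e-06, and each gene was called upregulated.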

Altogether, these results demonstrate that NuA4-dependent acetylation of Sfp1 has a significant impact on its binding and function regulating specific classes of genes. This is also reminiscent of previous observations showing that overexpression of Sfp1 upregulates a large number of genes involved in RiBi, leading to a slow-growth phenotype (8). Similarly, the same set of genes related to metabolic pathways is down-regulated in K655/657Q mutant and Sfp1-overexpressing cells (Fig. S6) (25).

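In K655/657Q against WT in YPD, 876 of the 6363 genes were called, 421 of them up and 455 down. RiBi genes made up 134 of the genes called up and none of those called down, so that 69.8% of RiBi genes and 6.62% of all tested genes were upregulated. One RP gene was called up and none was called down. In K655/657R, 103 genes were called, 68 up and 35 down, and no RiBi gene was among them. Without the fold change threshold, 2660 genes were called in K655/657Q and 712 in K655/657R. The balance of the K655/657Q calls depended on the scaling, with 73.3% of 991 up for TPM as deposited and 92.6% of 1779 up after scaling to ACT1. The largest rises in K655/657Q were in FET3 (YMR058W, chromosome XIII, 388822 to 390732), SIT1 (YEL065W, chromosome V, 27657 to 29543) and DBP2 (YNL112W, chromosome XIV, 413639 to 416281), by 2.89, 2.68 and 2.38 on the log2 scale. The largest falls were in DUR1,2 (YBR208C), RTA1 (YGR213C) and AGP1 (YCL025C), at -2.60, -2.60 and -2.58. FET3 had a scaled TPM of 14.5 ± 0.59 in WT and 114 ± 2.4 in K655/657Q (SD, n = 2 each, adjusted p = 1.1e-11 from limma). From the RiBi upregulation, together with the binding of Sfp1, the paper concludes that NuA4-dependent acetylation of Sfp1 affects its binding and function at specific classes of genes.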

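Metabolic genes were tested as 3 lists named for amino acid metabolism (88 genes), glycolysis (21 genes) and the TCA cycle (23 genes). For amino acid metabolism the median log2 fold change in K655/657Q against WT was -0.61, with 80 genes lower and 8 higher (adjusted p = 3.0e-07, fry test), and 45 genes were called down and 1 up. For glycolysis it was -0.63, with 20 genes lower and 1 higher (adjusted p = 1.3e-07), and 12 genes were called down. For the TCA cycle it was -0.21, with 15 genes lower and 8 higher (adjusted p = 0.016), and 3 genes were called down and 2 up. Leaving out each library in turn gave -0.64 to -0.53 for amino acid metabolism, -0.66 to -0.59 for glycolysis and -0.27 to -0.17 for the TCA cycle. Under ACT1 scaling, which raised the log2 change of all genes by a median of 0.39, the TCA cycle median was 0.24 and those of amino acid metabolism and glycolysis were -0.16 and -0.19. Tested with limma's camera against all other genes, none of the 3 lists passed, with adjusted p of 0.087, 0.52 and 0.075 for amino acid metabolism, the TCA cycle and glycolysis.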

**Figure 5:**
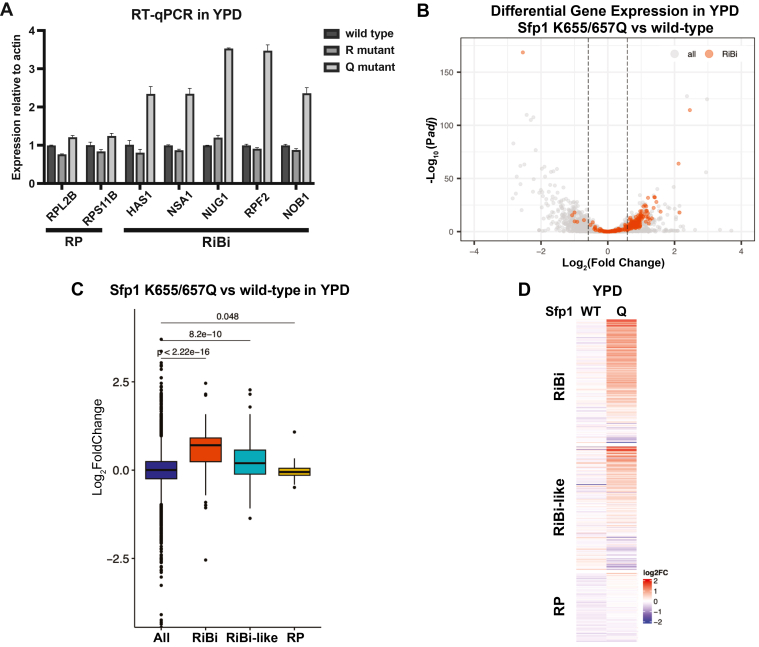
**Acetylation-mimic Sfp1 K655/657Q mutant upregulates RiBi gene expression under normal growth conditions.***A*, RNAs were extracted from log phase wild-type Sfp1, K655/657R, and K655/657Q strains growing in YPD. mRNA level of indicated RiBi genes (*NOB1*, *HAS1*, *NUG1*, *RPF2* and *NSA1*) and RP genes (*RPL2B* and *RPS11B*) were quantified, relative to levels of *ACT1* mRNA, by RT-qPCR. Error bars represent the range of two independent experiments. *B*, volcano plot of differential gene expression analysis by RNA-seq of the Sfp1-K655/657Q mutant strain compared with wild-type. RiBi genes are highlighted in *orange*. Genes were considered significantly dysregulated for absolute fold change ratio ≥1.5 and adjusted *p*-value <0.05. *C*, box plots showing gene expression changes of different clusters (RiBi, RiBi-like, and RP genes) in K655/657Q mutant compared with wild-type cells growing in YPD. The *p-*value was calculated by Wilcoxon testing. *D*, heatmap showing differential gene expression of the wild-type strain compared with the acetyl-mimic Sfp1 strain. RiBi, ribosome biogenesis; RP, ribosomal protein; RT-qPCR, reverse transription-qualitative polymerase chain reaction; YPD, yeast extract peptone dextrose.

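For the 137 RP genes, the mean log2(scaled TPM + 1) in YPD was 10.7 ± 0.020 in WT, 10.5 ± 0.0074 in K655/657R and 10.7 ± 0.0029 in K655/657Q (SD, n = 2 each). The median log2 fold change in K655/657Q against WT was -0.06, with 53 genes higher and 84 lower (adjusted p = 0.39, fry test). The median was 0.13 with the deposited TPM and 0.39 after scaling to ACT1, but these scalings moved the median of all genes to 0.18 and 0.40. RPL2B (YIL018W, chromosome IX, 316768 to 317932) had a log2 fold change of -0.13 (adjusted p = 0.098) and RPS11B (YBR048W, chromosome II, 332831 to 333812) of -0.28 (adjusted p = 0.012), neither past the fold change threshold and both positive after scaling to ACT1 (0.32 and 0.17). RPL2B shares 39.2% and RPS11B 24.0% of its 31-mers with other coding sequences. In K655/657R the RP median was -0.21, with 124 genes lower and 13 higher (adjusted p = 0.0023), and a single RP gene was called down. With all 24 libraries in the fit the median was -0.21 with an adjusted p of 0.27.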

### Carbon source shift and glucose pulse experiments reveal different Sfp1 regulatory mechanisms toward RiBi and RP gene clusters

Yeast cells deleted for *SFP1* are characterized by carbon source-dependent slow growth and small sizes (31, 32). Although glucose is the preferred carbon source, yeast can also ferment raffinose as a non-permissive carbon source, but at a lower growth rate. 

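For raffinose, RNA-seq covered the same 3 strains in 2 replicates each, grown with 2% raffinose in place of glucose. These 6 libraries also serve as the 0 min samples of the glucose pulse. In them 6459 to 6483 transcripts were above 0 and the median TPM was 17.0 to 17.8, against 11.6 to 14.7 in YPD. RP transcripts took 23.2% to 24.8% of all TPM, against 27.4% to 32.6% in YPD. TPM are shares of a library, so a fall of the RP share raises the TPM of other genes. For this comparison, TPM as deposited raised the median log2 change of all genes by 0.37 in WT, 0.39 in K655/657R and 0.18 in K655/657Q relative to the median-of-ratios scaling, and ACT1 scaling raised it by 0.63, 0.54 and 0.11. Replicates differed across genes by a root mean square of 0.20 to 0.23 on the log2 scale. K655/657Q differed from WT in raffinose in 226 genes (91 of them up) and K655/657R in 11 (8 up and 3 down). At an unadjusted p under 0.05 from limma these numbers were 2187 and 1022. The count for K655/657R ranged from 0 when only the samples of the strains compared were fitted to 42 without the fold change threshold.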

We repeated RNA extraction, reverse transription-qualitative polymerase chain reaction (RT-qPCR) and RNA-seq with the WT and mutant strains but this time in raffinose-containing media (Figs. 6 and S5). When growing in the media where raffinose is the sole carbon source, RP genes are downregulated in all tested strains. However, RiBi genes seem to some extent upregulated (Fig. 6*A*). 

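Between raffinose and YPD, the median log2 change of the RP genes was -0.85 in WT (132 of 137 genes lower, adjusted p = 2.6e-08), -0.65 in K655/657R (127 lower, adjusted p = 2.6e-07) and -0.68 in K655/657Q (131 lower, adjusted p = 1.3e-07), by limma's fry test. The RP genes called down numbered 107 in WT, 81 in K655/657R and 90 in K655/657Q. The mean log2(scaled TPM + 1) over RP genes in raffinose was 9.95 ± 0.0092 in WT, 9.97 ± 0.013 in K655/657R and 10.1 ± 0.032 in K655/657Q (SD, n = 2 each). The falls were larger than the spread between replicates in each strain. After scaling to ACT1 the medians were -0.13 in WT and -0.03 in K655/657R, no longer past the threshold (adjusted p = 0.56 for each), with all genes at medians of 0.66 and 0.57. The paper's RT-qPCR of RPL2B and RPS11B in raffinose was also relative to ACT1. On that scale the fall of the RP set is not established in WT or K655/657R. Camera, which compares the set with all other genes, gave adjusted p of 0.095, 0.13 and 0.075 for WT, K655/657R and K655/657Q.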

Strikingly, with this carbon source, an opposite effect is seen with the Sfp1 acetyl-mimic mutant, with RiBi and RiBi-like genes being down-regulated (Fig. 6, *A*–*D*). These results are certainly consistent with the Sfp1 CUT&RUN data showing that binding of the acetyl-mimic Sfp1 is more sensitive to stress/nutrient starvation (Fig. 4*E*).

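From YPD to raffinose, the RiBi genes rose by a median of 1.14 on the log2 scale in WT (189 of 192 genes higher, adjusted p = 9.4e-09) and 0.89 in K655/657R (184 higher, adjusted p = 3.8e-08). In K655/657Q their median change was -0.07, with 83 genes higher and 109 lower (adjusted p = 0.39). Genes called up numbered 163 in WT, 140 in K655/657R and 2 in K655/657Q, where 11 were called down. Within raffinose, the mean log2(scaled TPM + 1) of RiBi genes was 4.57 ± 0.0030 in WT, 4.35 ± 0.090 in K655/657R and 4.12 ± 0.0068 in K655/657Q (SD, n = 2 each). The median log2 fold change in K655/657Q against WT was -0.47, with 191 genes lower and 1 higher (adjusted p = 9.9e-06, fry test), and 55 RiBi genes were called down. It was -0.44 to -0.47 with each library left out and -0.26 to -0.61 over the other alternatives. The effect of K655/657Q in raffinose minus that in YPD had a median of -1.16, below 0 in all 192 genes (adjusted p = 5.4e-08). NOB1 was downregulated in K655/657Q (log2 fold change -0.58, adjusted p = 1.0e-04), just under the fold change threshold. It stayed on that side of the threshold in 6 of 10 alternatives, over which the log2 fold change ranged from -0.73 to -0.58. RPF2 changed by -0.56 (adjusted p = 0.0011), HAS1 by -0.26 (adjusted p = 0.062), NUG1 by -0.22 (adjusted p = 0.080) and NSA1 by -0.15 (adjusted p = 0.14), all from limma.

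**Figure D1:**
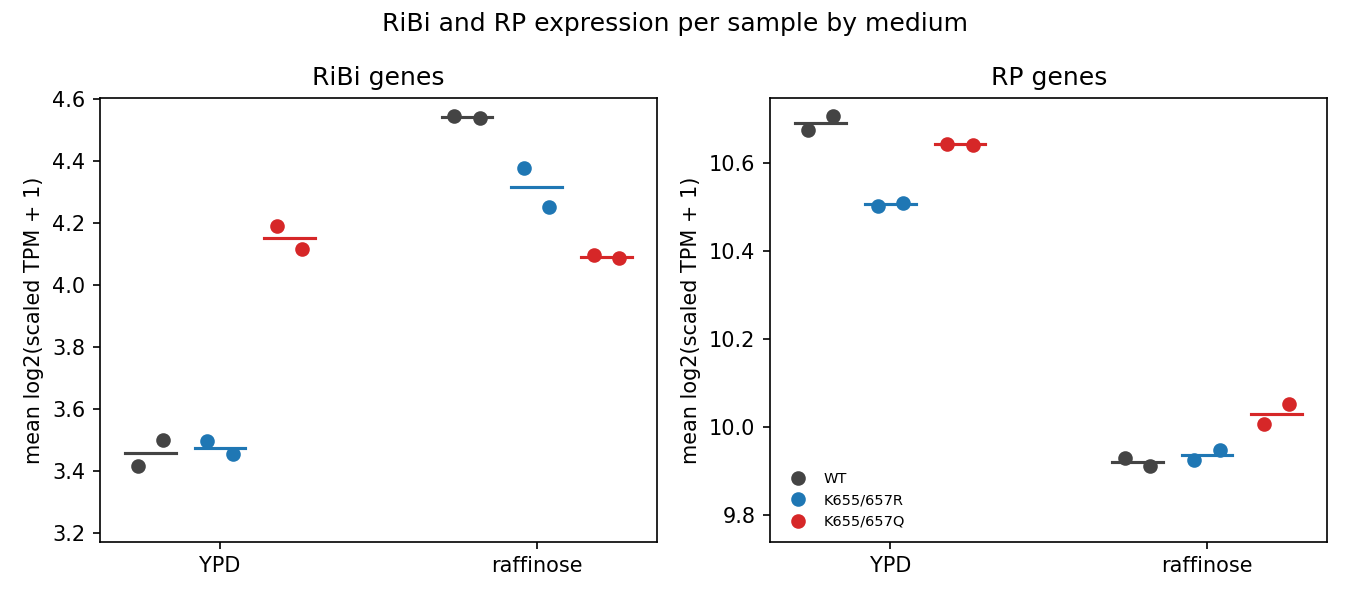
Mean log2(scaled TPM + 1) over the 192 RiBi genes (left) and the 137 RP genes (right) in each YPD and raffinose library, with 1 point per library, a line at each group's mean and scaling over all 24 libraries. For RiBi genes, both K655/657Q libraries (4.19 and 4.12) lie above both WT libraries (3.42 and 3.50) in YPD and below them in raffinose (4.10 and 4.09 against 4.55 and 4.54).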

**Figure 6:**
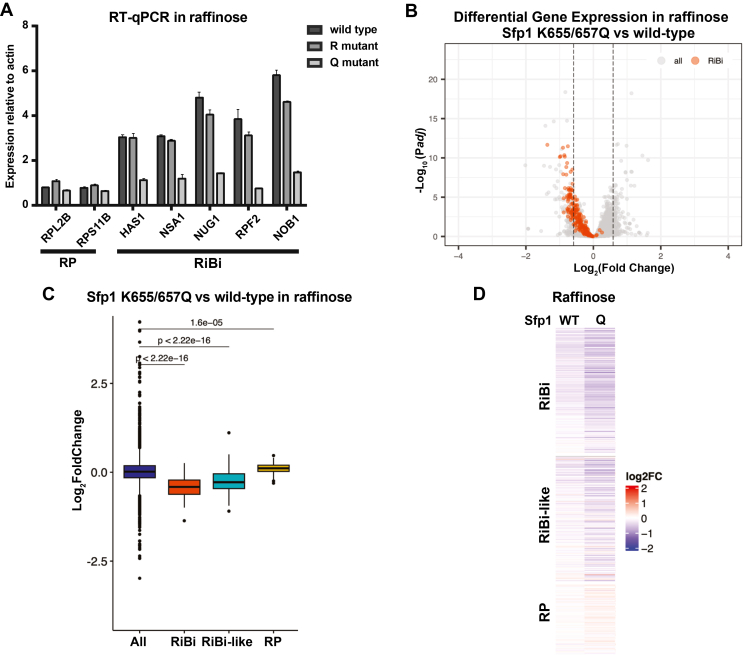
**K655/657Q mutations in Sfp1 create sensitivity to carbon shift from glucose to raffinose.***A*, cells expressing indicated Sfp1 and its mutations were grown in YPD to log phase before transferred into media that contains raffinose as single carbon source. mRNA level of indicated RiBi genes (*NOB1*, *HAS1*, *NUG1*, *RPF2*, and *NSA1*) and RP genes (*RPL2B* and *RPS11B*) were quantified, relative to levels of *ACT1* mRNA, by RT-qPCR. Error bars represent the range of two independent experiments. *B*, volcano plot of differential gene expression analysis by RNA-seq of the Sfp1-K655/657Q mutant strain compared with the wild-type strain, grown in raffinose. RiBi genes are highlighted in *orange*. Genes were considered significantly dysregulated for absolute fold change ratio ≥1.5 and adjusted *p*-value <0.05. *C*, box plots showing gene expression changes between different clusters (RiBi, RiBi-like, and RP genes) in K655/657Q mutant compared with wild-type cells grown in raffinose. The *p-*value was calculated by Wilcoxon testing. *D*, heatmap showing differential gene expression in raffinose of wild-type strain compared with acetyl-mimic Sfp1 strain. RiBi, ribosome biogenesis; RP, ribosomal protein; RT-qPCR, reverse transription-qualitative polymerase chain reaction; YPD, yeast extract peptone dextrose.

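The RP genes had a median log2 fold change of 0.11 in K655/657Q against WT in raffinose, with 107 genes higher and 30 lower (adjusted p = 0.045, fry test). No RP gene was called in either direction. The adjusted p was 0.059 with the replicate block and 0.53 with all 24 libraries. In the latter, the added 30 min library bears only on the scaling and the shared spread. The median was -0.04 after scaling to ACT1, with all genes at -0.12. Outside the sets, the largest rises in K655/657Q were in MNC1 (YBR056W-A, chromosome II, 351255 to 351455), DIA1 (YMR316W, chromosome XIII, 904825 to 905835) and TSL1 (YML100W, chromosome XIII, 70624 to 73920), by 1.66, 1.41 and 1.19 on the log2 scale. The largest falls were in NCE103 (YNL036W), ICL1 (YER065C) and ATO3 (YDR384C), at -2.02, -1.44 and -1.41. Their adjusted p ranged from 7.8e-05 to 2.8e-04.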

To better understand the different effects of carbon sources and eliminate growth rate influences, we conducted a carbon source shift assay, adding glucose back after incubation in raffinose. This assay allowed us to study how cells detect changes in nutrient availability and adjust their metabolism. Figure 7*A* illustrates the procedure of the assay. Both K655/657 mutants (R and Q) and reference strains were grown in rich YPD media (2% glucose) until the early exponential phase. Cells were then washed to remove glucose and incubated in YPR (2% raffinose) for one generation. Glucose was then reintroduced to the media and gene expression was monitored at different time points.

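RNA-seq followed the glucose pulse in the 3 strains at 0, 15 and 30 min after 2% glucose was added, in 2 replicates per strain and time point. One library, 30 min K655/657R replicate 2, was left out as in the paper, so that this group has 1 sample and its values carry no test. At 15 and 30 min, 6467 to 6486 transcripts were above 0 in the libraries used and the median TPM was 13.8 to 16.9. RP transcripts took 31.7% to 39.3% of all TPM and RiBi transcripts 1.19% to 1.71%. Values were normalized to the 0 min samples of each strain by subtracting the group means on the log2 scale. A difference between strains is therefore a difference of 2 responses, and it was tested with limma as an interaction. In WT, 2832 genes were called at 15 min and 2690 at 30 min against 0 min. In K655/657Q the numbers were 2594 and 2425, and in K655/657R 2985 genes were called at 15 min. The response differed from that of WT in 9 genes for K655/657R at 15 min, where 1240 genes had an unadjusted p under 0.05 from limma, and in 184 and 257 genes for K655/657Q at 15 and 30 min. Labels give each strain's replicate the same number at every time point, and fitting strain by replicate number as a correlated block left the calls of the set tests unchanged, with a median of -0.59 for the 30 min RP difference of K655/657Q and an adjusted p of 3.4e-06 (RP set, 30 min response, Q minus WT).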

**Figure 7:**
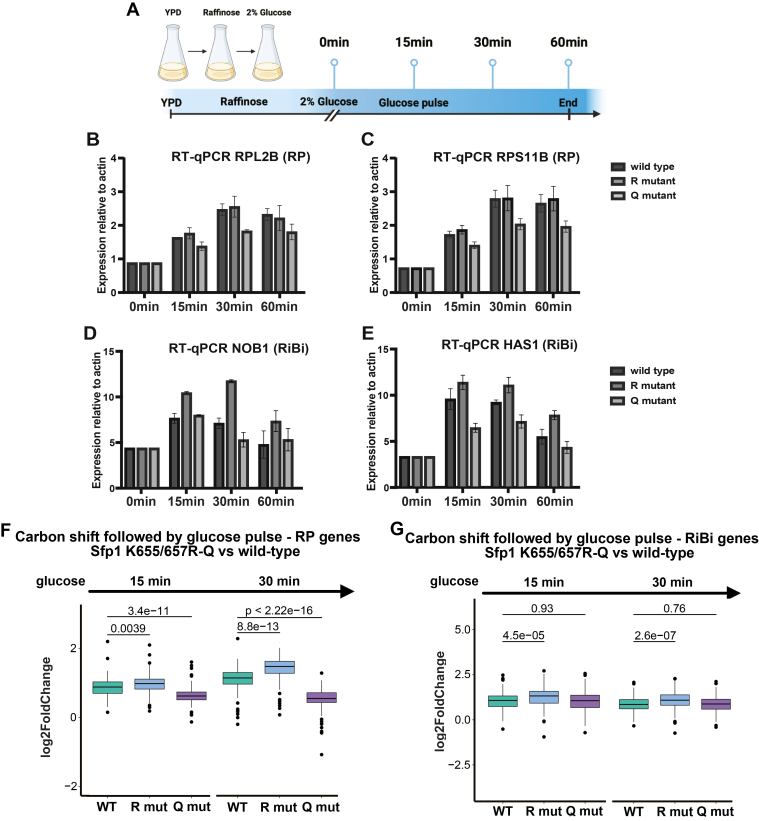
**NuA4-dependent acetylation of Sfp1 regulates transcription of RP genes differently than RiBi genes upon a glucose pulse after the shift in carbon source.***A*, flow diagram of the carbon shift assay. Wild-type and Sfp1 mutants were grown in raffinose prior to the addition of glucose. Cells were collected at different time points for RNA quantifications. *B*, *C*, *D*, and *E*, RNAs were extracted from log phase wild-type Sfp1, K655/657R, and K655/657Q strains growing in the indicated conditions. Gene expression levels of selected RP genes (*RPL2B* and *RPS11B*) and RiBi genes (*NOB1* and *HAS1*) were quantified, relative to levels of *ACT1* mRNA, by RT-qPCR. Values were normalized to time 0 in each strain. Error bars represent the range of two independent experiments. *F* and *G*, box plots showing gene expression changes determined by RNA-seq upon the glucose pulse comparing the wild-type and Sfp1 mutant strains. Glucose was added back into the media for the indicated times and values were normalized to the 0 time point. RiBi and RP gene clusters are shown separately. The *p-*value was calculated by Wilcoxon testing. RiBi, ribosome biogenesis; RP, ribosomal protein; RT-qPCR, reverse transription-qualitative polymerase chain reaction.

As expected, RT-qPCR data show that the expression of both RP and RiBi genes increases immediately upon the addition of glucose (Figs. 7, *B*–*E* and S7*A*). The Sfp1 K655/657R mutant and WT strains show similar expression levels of tested RP genes during the glucose pulse period, while RiBi genes seem slightly more expressed in the K655/657R mutant. However, global analysis by RNA-seq reveals that the K655/657R mutant, while confirming more expression of RiBi genes, also shows significant more expression of RP genes compared to WT cells (Fig. 7, *F* and *G*). These results indicate that, although the K655/657R mutant does not show growth phenotype under normal conditions, Sfp1 function is still affected under poor conditions when cells are suddenly pushed to their potential by rapid transcriptional reprogramming upon addition of optimal carbon source. 

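At 15 min the RiBi genes had risen by a median of 1.03 on the log2 scale in WT and 1.31 in K655/657R. The difference of the responses was 0.28, with 178 genes higher and 14 lower in K655/657R (adjusted p = 0.0062, fry test), and it was 0.22 to 0.36 with each library left out. At 0 min the RiBi genes were lower in K655/657R than in WT by a median of -0.23 (184 genes lower, adjusted p = 0.0024), and at 15 min the levels differed by 0.06 (adjusted p = 0.34). At 30 min the responses were 0.74 in WT and 1.03 in K655/657R, a difference of 0.29 with no test. RP genes had risen at 15 min by 0.85 in WT and 0.97 in K655/657R. The difference was 0.11, with 101 genes higher and 36 lower (adjusted p = 0.22), and it ranged from 0.01 to 0.21 with each library left out. After scaling to ACT1 it was 0.35 (adjusted p = 0.027), with all genes at 0.19, and a Wilcoxon test across genes, added after the data were seen, gave an adjusted p of 2.1e-04, although genes within a library are not independent replicates. At 30 min the RP response was 1.12 in WT and 1.02 in K655/657R, a difference of -0.12 with 105 genes lower. With all 24 libraries, the 30 min RP response of K655/657R was 1.40 and its difference from WT 0.24. The library added there differed from replicate 1 by an amount that correlated with coding length at -0.60 (Spearman). Its RP value may therefore reflect coding length rather than the strain. In level at 15 min, RP genes were higher in K655/657R by 0.15 (118 of 137 genes, adjusted p = 0.025, fry test). The adjusted p was 0.41 with all 24 libraries, where the added 30 min library bears only on the scaling and the shared spread. No single gene was called between K655/657R and WT at 15 min in level, with 1001 genes at an unadjusted p under 0.05 from limma. The paper states that both RiBi and RP genes are more expressed in K655/657R than in WT during the pulse.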

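In K655/657Q the RiBi genes rose after glucose addition by a median of 1.06 on the log2 scale at 15 min and 0.85 at 30 min (191 of 192 genes higher at each). The response minus that of WT was 0.04 at 15 min (115 genes higher and 77 lower, adjusted p = 0.70, fry test) and 0.11 at 30 min (143 higher and 49 lower, adjusted p = 0.30). At 15 min the difference ranged from -0.04 to 0.12 with each library left out. With TPM as deposited the 30 min difference was 0.35 (adjusted p = 0.0064), with all genes at 0.23. The level of RiBi genes, as opposed to the response, was lower in K655/657Q than in WT by a median of -0.41 at 15 min (187 genes lower, adjusted p = 1.8e-05) and -0.35 at 30 min (190 lower, adjusted p = 7.6e-05). With TPM as deposited the 30 min level difference was -0.13 (142 lower, adjusted p = 0.15, fry test), with all genes at 0.23. The means of log2(scaled TPM + 1) were 5.56 ± 0.0028 in WT and 5.15 ± 0.098 in K655/657Q at 15 min, and 5.32 ± 0.068 and 4.97 ± 0.076 at 30 min (SD, n = 2 each).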

In parallel, despite the RiBi gene expression differences compared to WT cells, the acetyl-mimic Sfp1 mutant is able to drive RiBi gene transcription to a level similar to WT cells upon the glucose pulse (Fig. 7*G*). Interestingly, RP gene upregulation with the addition of glucose shows a clearly different regulatory mechanism since the K655/657Q mutant does not show capacity to express RP genes to the same level as the WT cells during the glucose pulse (Figs. 7*F* and S7*B*).

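RP genes rose in K655/657Q by a median of 0.59 on the log2 scale at 15 min and 0.53 at 30 min. The response minus that of WT was -0.24 at 15 min (119 of 137 genes lower, adjusted p = 0.0077, fry test) and -0.59 at 30 min (all 137 lower, adjusted p = 4.2e-06). Leaving out each library gave -0.33 to -0.16 at 15 min and -0.64 to -0.55 at 30 min. At 30 min TPM as deposited moved the difference most, to -0.34. At 15 min the adjusted p was 0.37 with all 24 libraries and 0.27 after ACT1 scaling. In the 15 min contrast the added 30 min library bears only on the scaling and the shared spread. The mean log2(scaled TPM + 1) over RP genes was 10.8 ± 0.13 in WT and 10.7 ± 0.0050 in K655/657Q at 15 min, and 11.0 ± 0.066 and 10.5 ± 0.060 at 30 min (SD, n = 2 each). Same-numbered deviations of WT and K655/657Q at 30 min correlated at -0.12 across 4332 genes, and the RP level in K655/657Q minus WT was -0.46 and -0.47 for same-numbered and -0.55 and -0.37 for crossed libraries. With the replicate block the 30 min difference was -0.59 (adjusted p = 1.2e-05), and with crossed numbers, added after the data were seen, the adjusted p was 7.2e-06 (RP set, 30 min response, Q minus WT). RPL2B responded less than in WT by -0.42 at 15 min (adjusted p = 0.010) and -0.67 at 30 min (adjusted p = 1.9e-04), and RPS11B by -0.35 (adjusted p = 0.090) and -0.81 (adjusted p = 3.4e-04). With TPM as deposited the 30 min values were -0.42 for RPL2B and -0.56 for RPS11B. Over the alternatives the adjusted p from limma reached 0.47 and 0.12 for RPL2B at 15 and 30 min, and 0.56 and 0.046 for RPS11B. In 73 RP genes the smaller response at 30 min was past the threshold. From this the paper proposes that RP genes are regulated in a different manner than RiBi genes upon glucose addition.

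**Figure D2:**
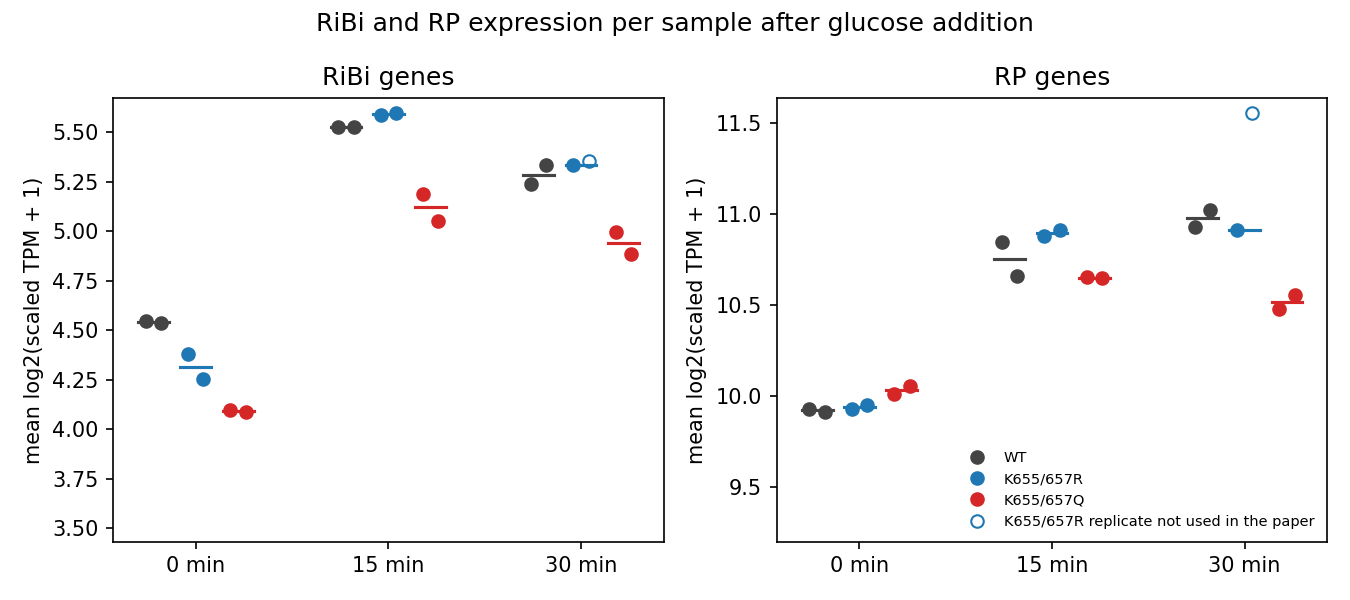
Mean log2(scaled TPM + 1) over the 192 RiBi genes (left) and the 137 RP genes (right) at 0, 15 and 30 min after glucose addition, with 1 point per library, a line at each group's mean, scaling over all 24 libraries, and an open point for the K655/657R library that the paper did not use. For RP genes at 30 min, the K655/657Q libraries (10.5 and 10.6) lie below the WT libraries (10.9 and 11.0), and the open point lies at 11.6.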

## Discussion

In the present work, we demonstrate that the Sfp1 transcription activator interacts with the NuA4 coactivator complex to coregulate RP and RiBi gene expression. The presence of Sfp1 at the gene promoters is important for the NuA4-mediated local histone H4 acetylation. Despite NuA4 binding to promoters not being affected by Sfp1, its function as acetyltransferase seems attenuated with Sfp1 depletion. We also revealed that histone variant Htz1 occupancy increases whereas its acetylation levels may decrease upon Sfp1 depletion. NuA4-dependent Htz1 acetylation near gene promoters was reported to be linked to transcription activation since it favors nucleosome disassembly (42, 47). These results indicate that Sfp1 may facilitate gene transcription *via* NuA4-dependent Htz1 acetylation. Our previous work showed that NuA4-mediated H4 acetylation can increase Htz1 incorporation which could also be at play in NuA4 and Sfp1 functional interaction (46). In addition, NuA4 has a clear positive impact on Sfp1 binding at RP genes in optimal growth conditions, indicating bidirectional functional cooperation (Fig. 8*A*).

**Figure 8:**
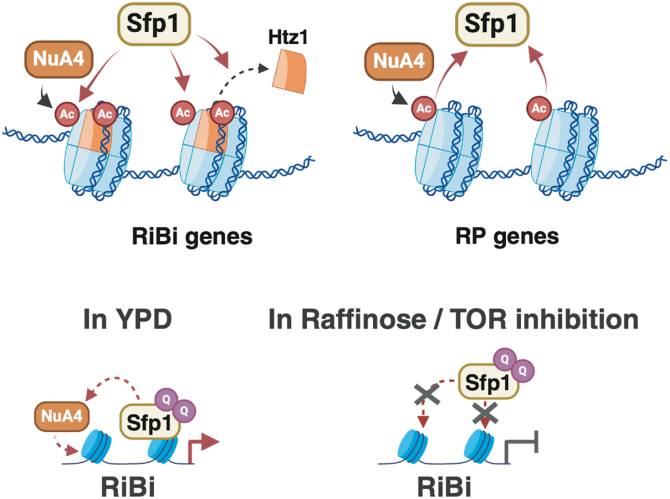
**Interplay of NuA4 and Sfp1 at RP and RiBi genes.***A*, in rich media Sfp1 is not involved in NuA4 recruitment, but affects its acetyltransferase function at RiBi/RP gene promoters. In parallel, NuA4 stimulates the binding of Sfp1 at RP gene promoters. *B*, mimicking constitutive acetylation of Sfp1 by NuA4 stimulates its binding to RiBi genes in rich media but is detrimental in stress/poor carbon source conditions. RiBi, ribosome biogenesis; RP, ribosomal protein.

The physical interaction described here between NuA4 and Sfp1 is also reminiscent of the protein JAZF1, the homolog of Sfp1 in mammals. JAZF1 is strongly linked to cellular metabolism, being implicated in glucose and lipid homeostasis, insulin signaling, and metabolic disorders such as diabetes (58). Strikingly, JAZF1 has recently been identified as a stoichiometric subunit of the human NuA4/TIP60 complex (59). Furthermore, the depletion of JAZF1 can lead to reduced H2A.Z acetylation at NuA4/TIP60 regulatory sites (60). Thus, the physical and functional interaction between NuA4 and Sfp1 seems conserved throughout eukaryotes and play a major role in regulating cell homeostasis.

The fact that Sfp1 is directly acetylated by NuA4 is certainly part of signaling events regulating its function upon changes in growth conditions. Cells expressing acetyl-mimic mutant Sfp1 exhibit abnormal transcription profile that includes augmented RiBi gene expression under normal growth conditions and reduced RiBi gene expression under stress/poor carbon source, both linked to level of Sfp1 binding to the promoters (Fig. 8*B*). The high availability of acetyl-CoA in rich media may be part of the process leading to Sfp1 acetylation by NuA4, signaling optimal conditions for growth, hence RiBi/translation. But this possible link with acetyl-CoA does not fit with how the acetyl-mimic mutant misleads the cells in poor conditions, in this case seemingly overcompensating by showing reduced expression of RiBi genes. One model to reconcile those results could argue that cycles of Sfp1 acetylation and deacetylation serve as a rheostat to ensure proper transactivator activity, not too high or too low. Due to the complexity of RP gene regulation under steady state conditions, only an impact of the Q mutant on RiBi genes can be seen, but contributions of both K-R and K-Q mutants are seen during nutrient shifts. Importantly, in these shifting conditions, the mutants show opposite effects on RP genes, as one might predict (Fig. 7*F*).

The glucose pulse experiment allowed us to explore different transcriptional mechanisms between RiBi genes and RP genes mediated by Sfp1, before other mechanisms of regulation kick in at steady state levels. As mentioned before, RiBi gene promoters have two distinct motifs indicating that RiBi gene regulations are partially different from RP genes. Also, transcription factor Ifh1, which binds RP gene promoters, affects Sfp1 binding only at RP genes (25) and is itself regulated by acetylation, although through Gcn5/SAGA instead of Esa1/NuA4 (12). Interestingly, Ifh1 acetylation titrates its activator function after being bound to the RP gene promoters and it is tempting to speculate a related fine-tuning function of Sfp1 acetylation by NuA4 at RiBi genes. Constitutive Sfp1 acetylation may lead to aberrant cell response to nutrient perturbations through specific regulatory mechanisms toward different targeted gene clusters. A deeper mechanistic understanding will require precise measurement of Sfp1 acetylation in different conditions as well as characterizing other lysine residues being targeted. In addition, coordinated analysis of functional interplays of Sfp1 with both NuA4 and SAGA acetyltransferase complexes, in response to growth condition changes and stress, will shed more light on an undoubtedly very complicated regulatory network. Very recent work highlighted a two-step regulatory mechanism to control chromatin acetylation by SAGA at growth-related promoters in response to stress, linked to Sfp1 and Ifh1 release from promoters (49). It will be highly interesting to investigate NuA4 implication in such mechanism.

## Experimental procedures

### Yeast strains and spot assay

Yeast strains used in this study are listed in S1 Table and were constructed based on standard PCR-based transformation protocol. All strains generated were verified using PCR and sequencing. Unless indicated, yeast cells were grown in YPD (1% yeast extract, 2% peptone, and 2% dextrose) at 30 °C. The AA parental strain used for transformation was previously mutated (*tor1-1* mutation and *FPR1* deletion) to make the cells resistant to rapamycin, while Rpl13a was tagged with FKBP12, as described (33). For Esa1 N-terminal tagging, the FRB tag was inserted after the start codon as described (61). Cells were treated with rapamycin at 1 μg/ml for AA-induced depletion. For spot assays, single colonies from fresh plates were grown overnight in YPD at 30 °C. Cell cultures were diluted in fresh YPD to OD_600_ 0.3 and continued to grow until OD_600_ 0.7 to 0.8. The 10-fold serial dilutions of the yeast cultures were made for each strain and 4 μl of each dilution was spotted on plates. Colonies were incubated at 30 °C for 2 to 4 days, then the growth sensitivities were compared between plates.

### GST purification and HAT assay

Recombinant Sfp1 was purified from BL-21 bacteria transformed with pGEX-4T-3-GST-*SFP1* and induced with 500 nM IPTG overnight at 16 °C. Bacterial pellets were lysed with lysozyme and sonicated. After clarification by centrifugation, soluble fractions were incubated with Glutathione-Sepharose beads (GE Healthcare) for 3 h at 4 °C. Beads were washed and ready to use. GST-immobilized Sfp1 proteins were incubated with TAP-purified NuA4 complex for 4 h at 4 °C. After incubation, the supernatant was collected, and the beads were washed. HAT assay was performed as described (62, 63). 500 ng of short oligonucleosomes purified from MNase-digested yeast chromatin was incubated with the GST beads or the supernatant mentioned before at 30 °C for 30 min 0.125 μCi of [3H] acetyl coenzyme A ([3H] acetyl-CoA) was added in HAT buffer (50 mM Tris-HCl [pH 8.0], 50 mM KCl plus NaCl, 0.1 mM EDTA, 5% glycerol, 1 mM DTT, 1 mM PMSF, and 10 mM sodium butyrate). The reactions were stopped in 1X Laemmli buffer, boiled and loaded on a 10% SDS-PAGE. Gel was treated with En3hance (PerkinElmer), dried and exposed on film.

### ChIP

Cell cultures (200 ml) were collected at OD_600_ 0.7 to 0.8. Cells were crosslinked with 1% formaldehyde for 20 min and quenched by adding 125 mM glycine for 5 min. Sonication was performed to obtain 200–500 bp chromatin fragments. Chromatin (100 μg) was incubated with indicated antibodies for each IP. Magnetic beads were added, and the mix was incubated for 3 to 4 h at 4 °C. The chromatin was eluted from beads after wash. The eluate was incubated overnight at 65 °C to reverse the crosslinks. Phenol chloroform extraction was performed and 1 μl of each DNA sample was used for qPCR. ChIP-qPCR data are presented as % of IP/Input (or ratio of IP/Input when correcting for nucleosome occupancy, *i.e.* H4K8ac/H3) and are from at least two independent yeast cultures in each experiment. Lists of primers standardized on a LightCycler qPCR apparatus are available upon request. For ChIP-sequencing, libraries were prepared as described (64). Samples were sequenced 100-bp paired-end for around 10 M reads per sample. Sequencing was performed at IRCM (Montreal Clinical Research Institute). Antibodies used were against H4K8ac (Abcam, ab45166), H3K9ac (Upstate, #07-352), Htz1.K14ac (Upstate, #07-719), H3 (Abcam, ab1791), Htz1 (Millipore, #07-718), Eaf1 (homemade, (29)), and Myc (Sigma-Aldrich, M5546).

### Acetyl-lysine immunoprecipitation

Immunoprecipitation was performed as described previously (65). Cells were grown in YPD till OD600 around 0.5 followed by rapamycin (1 μg/ml final) or vehicle treatment for 2 h. Cells were collected and lysed in lysis buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 10% glycerol, 0.1% NP-40, 2 μg/ml leupeptin, 2 μg/ml pepstatin A, 5 μg/ml aprotinin, 1 mM PMSF, 10 mM *β*-glycerophosphate, 1 mM Sodium Butyrate, 0.5 mM NaF, and 1 mM DTT). WCE (6 μg) was incubated with anti-acetyl (ImmuneChem ICP0380) overnight at 4 °C. Protein G magnetic beads (Invitrogen 1004D) were added and incubated for four additional hours. Beads were washed and 1X Laemmli buffer was added. The samples were then loaded on SDS-PAGE.

### RT-qPCR and RNA-sequencing

Total RNA was extracted following the hot-phenol protocol. In brief, cell pellets were resuspended in 400 μl TES solution (10 mM Tris HCl, 10 mM EDTA, and 0.5% SDS). Acid phenol (400 μl) was added and then vortexed. The cell suspensions were incubated at 65 °C for 30 min with occasional, brief vortexing. Top speed centrifuge was performed to separate the aqueous phase. The aqueous phase was transferred and 400 μl chloroform was added followed by another round of vortex and centrifuge. RNAs were precipitated with sodium acetate and 100% ethanol. Initial precipitated RNAs were washed with ice-cold 70% ethanol. RNA pellets were resuspended in 50 μl RNase-free H_2_O. Reverse transcription was performed following the 2X SYBR Green PCR Master Mix kits protocol. qPCR was performed using indicated primers to test specific gene expression and normalized to ACT1 expression level. For RNA-Seq, the NEBNext ultra II RNA library prep kit was used for library preparation. The sequencing run was performed on an Illumina NovaSeq 6000 system. Reads were trimmed using fastp v0.23.2 (66). Quality check was performed on raw and trimmed data to ensure the quality of the reads using FastQC v0.11.9 and MultiQC v1.12 (67). The quantification was performed with Kallisto v0.48.0 (68) against the *S. cerevisiae* transcriptome (R64-1-1 downloaded from Ensembl release 109). The principal component analysis was completed with the FactoMineR v2.7R package (69) and the graphical representations were produced with the ggplot2 v3.4.2 package (70). The sequencing data of K655/657R-2 at the 30-min time point has been removed according to the PCA as an outlier sample (Fig. S5). 

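In a principal component analysis of the 24 libraries on log2(scaled TPM + 1) with every gene scaled to unit variance, the first components held 46.6%, 19.3% and 9.82% of the variance. 30 min K655/657R replicate 2 lay at -108 on the third component, where the other 23 libraries lay between -14.8 and 17.9. Without the scaling of genes, the first components held 62.4%, 17.3% and 6.39%, and it lay at -51.3 on the third. The 2 replicates of this group differed across genes by a root mean square of 0.77 on the log2 scale, and 1984 of 6363 genes differed more than 1.5-fold. In the other 11 groups the root mean square was 0.16 to 0.24 and 69 to 173 genes differed that much. Its median TPM was 8.19, against 11.6 to 17.8 elsewhere, and its 10 highest transcripts took 29.9% of all TPM, against at most 24.9%.

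**Figure D3:**
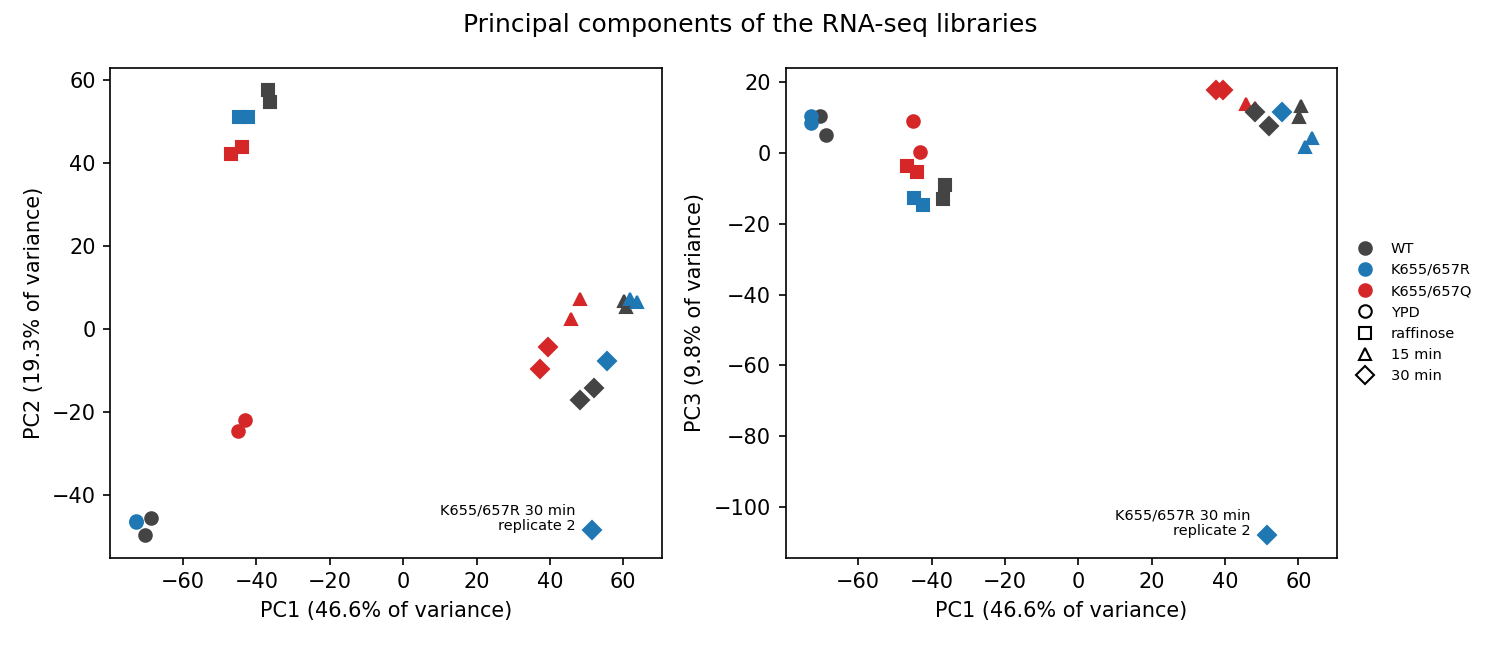
Scores of the 24 RNA-seq libraries on the first component against the second (left) and the third (right), each gene scaled to unit variance, with colour for the strain and shape for the condition. The third component holds 9.82% of the variance and separates 30 min K655/657R replicate 2, at -108, from every other library.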

Differential expression analysis was performed using the DESeq2 v1.38.3 package (71). Genes were considered significantly dysregulated for absolute fold change ratio ≥1.5 and adjusted *p*-value <0.05. The volcano graphical representations were produced with the EnhancedVolcano v1.18.0 package. GO enrichment analysis was carried out using clusterProfiler v4.8.3 with an adjusted *p*-value cutoff of 0.05 and the function “simplify” to reduce the redundancy of GO terms enriched with the default parameters (72). Box plots and associated Wilcoxon tests were generated using the ggboxplot and stat_compare_means functions, respectively, with the default settings of the ggpubr v0.5.0 package (https://CRAN.R-project.org/package=ggpubr). Heat maps were generated using ComplexHeatmap v2.10.0 package (73). All R analysis were done in R v4.2.2.

### CUT&RUN sequencing

The experiment was performed as described (41). Yeast nuclei were freshly prepared according to published procedures (74) and bound to concanavalin A beads. The beads were then resuspended in a buffer containing digitonin, and antibodies (Eaf1, Myc, and IgG) were added to incubate overnight at 4 °C. Afterward, the beads were washed, and pA-MNase (provided by Steven Henikoff) was added. One-hour secondary antibody incubation was performed for samples using anti-Myc antibody. CaCl2 was added to activate MNase digestion for 5 to 15 min. The reaction was quenched by the addition of stop buffer containing EDTA and EGTA. DNA was purified with NEB Monarch PCR and DNA purification kit following the protocol. DNA was quantified by Qubit HS DNA kit. The library was prepared following the manufacturer’s instructions in NEBNext Ultra II DNA kit for low-input ChIP. 100-bp pair-end sequencing was performed with the Illumina NovaSeq 6000 system.

### CUT&RUN/ChIP-seq analysis

Raw reads were trimmed using fastp v0.20.1 (66). Trimmed reads were aligned on the *S. cerevisiae* genome (R64-1-1 - sacCer3) using bwa mem v0.7.17 (75) and samtools v1.13 (76). The macs2 v2.2.1 software (77) was used to perform the peak calling and regions were annotated using the ChIPseeker package v1.30.3 (72) in R v4.1.2. Raw signal tracks and normalized tracks (RPM) were produced from mapped reads using deepTool's bamCoverage tool v3.3.0 (78) and bedtools genomecov tool v2.17.0 (79), respectively. Tracks were converted to the bigwig format using bedGraphToBigWig v2.8 (80) and signal tracks were visualized with IGV (81). For TFs, IgG negative control tracks were subtracted from normalized RPM tracks using deepTools 'bigwigCompare' (78). For histone marks, signal tracks were normalized to histone H3 levels. Reads mapping were then divided into promoter groups of genes (RIBI, RIBI-like, RP genes and subcategories) for the generation of heat maps using ComplexHeatmap v2.10.0 (73) and EnrichedHeatmap v1.24.0 (82) packages. Box plots and associated Wilcoxon tests were computed using means of bins per gene and were produced using the ggboxplot and stat_compare_means functions, respectively, with the default settings of the ggpubr v0.5.0 package (https://CRAN.R-project.org/package=ggpubr). Publicly available Htz1 ChIP-seq data in WT yeast were obtained from Gene Expression Omnibus (GEO) under accession code GSE54105 (48). Following alignment and peak calling as previously described, the intersection of Htz1 genomic regions with Sfp1 peaks was completed using Intervene v0.6.5 (83).

### Carbon shift and glucose pulse assay

Yeast cells were grown in YPD overnight at 30 °C to the exponential phase. The next day, cells were collected by centrifugation and washed twice with water before resuspending in the media containing 2% raffinose as the single carbon source. Glucose was then added to the culture to a final 2% after raffinose incubation. Total RNA was extracted at 15 min, 30 min, and 60 min upon glucose addition.

## Data availability

NGS assays reported in this study are available at the GEO repository under the following accession numbers: ChIP-seq data (GSE267779), RNA-seq data (GSE268202), CUT&RUN-seq data (GSE267939).

## Supporting information

This article contains supporting information. (13, 61, 84, 85, 86, 87)

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: An intricate functional relationship between NuA4 and Sfp1 regulates ribosome biogenesis in response to nutrient availability
**Source:** J Biol Chem. 2026 May 6;302(6):113107. doi: 10.1016/j.jbc.2026.113107

## SUPPLEMENTAL FIGURE LEGENDS

**Figure S1. NuA4 binding at RP gene promoters is not affected by Sfp1 depletion. A-B)** Loss of Sfp1-FRB at *RPL2B* and *RPS11B* gene promoters upon anchor-away treatment determined by ChIP-qPCR using an anti-FRB antibody. Sfp1-FRB or untagged (no-FRB) cells were treated with rapamycin (1  $\mu$ g/mL) for 2 hours. Error bars represent the range of two independent experiments. **C-D)** ChIP-qPCR showing the binding of the NuA4 complex (Epl1 and Eaf1 subunits) at the promoters of *RPL2B* and *RPS11B*. A *SFP1*-deleted strain shows no significant change in NuA4 binding compared to the wild-type strain. Values are a ratio of input (%). Error bars in D are the standard error of the values ( $n=3$ ). **E)** The Gal-induced Sfp1 overexpression plasmid (HA-tagged Sfp1) was constructed and transformed into the strain expressing endogenous myc-tagged Sfp1. Sfp1 protein levels were determined by western blotting before and after overexpression. Endogenous Myc-tagged Sfp1 shows no protein level change in raffinose and galactose. The Gal-induced Sfp1 overexpression was detected using the anti-HA antibody. **F)** ChIP-qPCR signal showing Eaf1 binding at RP genes (*RPL2B* and *RPS11B*) promoters is not affected upon Sfp1 overexpression. Values are ratio of input and error bars are the range of two independent experiments. **G)** Metagene analysis of CUTnRUN-seq signals (read counts) for Sfp1 (duplicates) and Eaf1 (NuA4) around the transcription start sites (TSS) of genes. H3K4me3 signals were also mapped in comparison (dark green). **H)** Venn diagram of overlap between Sfp1 and NuA4 peaks determined by CUTnRUN-seq.

**Figure S2. Histone acetylation and Htz1 occupancy changes upon Sfp1 depletion. A)** Heatmaps showing ChIP-seq of H3K9ac, H4K8ac and Htz1 occupancy in normal and Sfp1-depleted

conditions. An anti-H3 antibody was used as control to correct for total histone occupancy. Signals for a window of -400 to +400 bp relative to TSS are displayed. **B)** ChIP-qPCR of H4K8ac at the promoters of selected RP (*RPS11B*, *RPL23B*) and RiBi (*HAS1*, *NOB1*) genes confirming decreases after Sfp1 depletion. Signals are presented as a ratio on total H3 to correct for nucleosome occupancy. Error bars are the range from two biological replicates.

**Figure S3. Sfp1 affects histone variant Htz1 occupancy and its acetylation.** **A)** ChIP-qPCR of Htz1 at the promoters of selected RP (*RPS11B*) and RiBi (*HAS1*, *NOB1*) genes confirming increases after Sfp1 depletion. Signals are presented as a ratio on total H4 to correct for nucleosome occupancy. Error bars are the range from two biological replicates. **B)** Htz1 acetylation is decreased in Sfp1-depleted cells. Immunoprecipitations (IP) were performed with whole cell extracts from cells depleted or not for Sfp1 using an anti-acetyl-lysine antibody. Htz1, H4 and H3 acetylation levels were determined by western blotting. **C)** Western blot analysis of whole cell extracts from wild-type and *sfp1* deleted cells. Bulk histone H4 acetylation, Htz1 and Htz1 acetylation levels are shown. Pgk1 signal is shown as loading control. **D)** Venn diagram showing the overlap between our wild-type Sfp1 CUT&RUN peaks (Fig 3) and published Htz1 ChIP-seq peaks.

**Figure S4. K655/657 mutants show almost no effect on Sfp1 protein expression and slight growth defect in YPD.** **A)** Expression of Sfp1 proteins in wild-type and mutated strains. Pgk1 is a reference protein. **B)** The indicated strains were grown to the log phase in YPD. Growth curves are depicted at representative time points. Error bars are standard deviation from three different cultures. **C)** Venn diagram showing the overlap between wild-type and Q mutant Sfp1

CUT&RUN peaks (Fig 4). **D)** IGV tracks showing Sfp1 CUT&RUN peaks at the selected *HAS1* gene (RiBi) promoter.

**Figure S5. Principal component analysis (PCA) of the RNA-Seq samples.** The PCA figure demonstrates variance between RNA-seq samples. Wild type and mutated samples (duplicates) at different time points are represented by different colours, as indicated.

**Figure S6. Genes involved in metabolic processes are downregulated in the Sfp1 K655/657Q strain.** Gene set enrichment analysis (GSEA) of RNA-seq data was performed on wild-type cells and acetyl-mimic Sfp1 cells growing in YPD. Top up- and down-regulated pathways are shown.

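Gene set enrichment analysis ranks all genes by their difference between K655/657Q and WT and asks whether the members of a pathway lie together near 1 end of the ranking. It needs no threshold on single genes, so a pathway can pass when many of its genes change a little in the same direction. Because the ranking is competitive, a pathway is compared with the other genes of the same libraries. In the same YPD libraries, RNA polymerase I and III genes were higher in K655/657Q by a median of 0.61 on the log2 scale (23 of 23 genes, adjusted p = 2.2e-08, fry test), and this set was added after the data were seen. With camera, a competitive test, its adjusted p was 0.052.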

**Figure S7. Sfp1 regulates RiBi and RP gene expression through different mechanisms upon glucose pulse after the shift in carbon source. A)** RNAs were extracted from log phase wild-type Sfp1, K655/657R, and K655/657Q strains grown in indicated times of glucose pulse. Gene expression levels of selected RiBi genes (*NSA1* and *RPF2*) were quantified, relative to levels of *ACT1* mRNA, by RT-qPCR. Values were normalized to time 0 in each strain. Error bars represent the range of two independent experiments. **B)** Volcano plots showing differential gene expression analysis by RNA-seq of cells expressing wild-type Sfp1 and K655/657Q mutation. Expression changes at different time points upon glucose pulse after carbon source shift are shown. RP genes are highlighted.

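In level, K655/657Q differed from WT in 303 genes at 15 min (146 up and 157 down) and 241 genes at 30 min (70 up and 171 down). One RP gene was called down at 15 min and 19 at 30 min, and none was called up. The median RP difference in level was -0.10 at 15 min (118 of 137 genes lower, adjusted p = 0.036) and -0.45 at 30 min (137 lower, adjusted p = 9.7e-07), by limma's fry test. With TPM as deposited the 30 min difference was -0.21, with all genes at a median of 0.23. The 15 min difference was -0.20 to -0.01 with each library left out, and its adjusted p was 0.055 with the replicate block. RiBi genes called down numbered 31 at 15 min and 16 at 30 min. At 30 min the direction of the calls depended on the scaling, since 84.3% of 343 calls were up with TPM as deposited and 29.0% with the median-of-ratios scaling. At 15 min the largest rises were in CUP1-1 (YHR053C, chromosome VIII, 212535 to 212720) and its copy CUP1-2 (YHR055C), which share all their 31-mers and cannot be told apart, by 2.72 on the log2 scale, and in YHR052W-A by 2.32. Falls at 15 min included ARO5 (YGL117W) and FRE1 (YLR214W), at -1.74 and -1.73. At 30 min YGR204C-A rose by 2.79, with 2.10 to 3.48 when libraries were left out, and YHR052W-A and YHR054W-A each by 1.67. YHR052W-A and YHR054W-A had the same mean TPM (1575) and the same change, and are not told apart here. CUP1-1 rose by 1.57 in this comparison, so these rises are not counted as independent signals. BSC1 (YDL037C), ARG1 (YOL058W) and LYS1 (YIR034C) fell most at 30 min, at -1.68, -1.63 and -1.52.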

**Supplemental Table 1 Yeast strains used in this study.**

| Strain  | Genotype                                                                                                                                                                                                       | Reference                                 |
|---------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------|
| BY4741  | <i>MAT<math>\alpha</math> leu2<math>\Delta</math>0 ura3<math>\Delta</math>0 his3-1 met15<math>\Delta</math>0</i>                                                                                               | Euroscarf                                 |
| LPY3431 | <i>MATa his3<math>\Delta</math>200 leu2-3,112 trp1<math>\Delta</math>1 ura3-52</i>                                                                                                                             | Clarke <i>et al.</i> , Mol Cell Biol 1999 |
| W303-1A | <i>MATa ade2-1 his3-11,15 leu2-3,112 can1-100 trp1-1 ura3-1</i>                                                                                                                                                | Thomas and Rothstein, Cell 1989           |
| JKM139  | <i>MATa ho<math>\Delta</math> hml<math>\Delta</math>::ADE1 hmr<math>\Delta</math>::ADE1 ade1-100 leu2-3,112 trp1::hisG' lys5 ura3-52 ade3::GAL::HO</i>                                                         | Lee <i>et al.</i> , Cell 1998             |
| QY708   | LPY3431 <i>EPL1-TAP::TRP1</i>                                                                                                                                                                                  | Rossetto <i>et al.</i> , EMBO J 2014      |
| QY3836  | W303-1A <i>SFP1-TAP::TRP1</i>                                                                                                                                                                                  | this study                                |
| QY3530  | JKM139 <i>fpr1<math>\Delta</math>::HphMX tor1-1::URA3 RPL13A-2*FKBP12::TRP1 (No-FRB)</i>                                                                                                                       | Cheng <i>et al.</i> , PLoS Genet 2021     |
| QY3572  | QY3530 <i>FRB-ESA1::KanMX</i>                                                                                                                                                                                  | Cheng <i>et al.</i> , PLoS Genet 2021     |
| QY3854  | QY3530 <i>SFP1-FRB::KanMX</i>                                                                                                                                                                                  | this study                                |
| QY3856  | QY3530 <i>SFP1-FRB::KanMX EPL1-3FLAG::NatRMX</i>                                                                                                                                                               | this study                                |
| QY3843  | W303-1A <i>sfp1<math>\Delta</math>::TRP1</i>                                                                                                                                                                   | this study                                |
| QY3844  | W303-1A <i>EPL1-13MYC::KanMX</i>                                                                                                                                                                               | this study                                |
| QY3845  | W303-1A <i>sfp1<math>\Delta</math>::TRP1 EPL1-13MYC::KanMX</i>                                                                                                                                                 | this study                                |
| QY3847  | W303-1A <i>SFP1-K655R-K657R (CRISPR)</i>                                                                                                                                                                       | this study                                |
| QY3848  | W303-1A <i>SFP1-K655Q-K657Q (CRISPR)</i>                                                                                                                                                                       | this study                                |
| QY3849  | LPY3431 <i>SFP1-13MYC::KanMX</i>                                                                                                                                                                               | this study                                |
| QY3851  | LPY3431 <i>SFP1-K655R-K657R-13MYC::KanMX</i>                                                                                                                                                                   | this study                                |
| QY3852  | LPY3431 <i>SFP1-K655Q-K657Q-13MYC::KanMX</i>                                                                                                                                                                   | this study                                |
| QY3853  | W303-1A <i>SFP1-13MYC::KanMX + pBG1805(GAL-SFP1-6HIS-HA)</i>                                                                                                                                                   | this study                                |
| YMD070  | <i>MAT<math>\alpha</math> leu2<math>\Delta</math>0 ura3<math>\Delta</math>0 his3-1 met15<math>\Delta</math>0 sir2<math>\Delta</math>::HYGMX hst1<math>\Delta</math>::KANMX hst2<math>\Delta</math>::HIS3MX</i> | Röschl <i>et al.</i> , Genetics 2016      |
| QY3858  | YMD070 <i>SFP1-13MYC::LEU2</i>                                                                                                                                                                                 | this study                                |
| QY3862  | YMD070 <i>SFP1- K655R-K657R-13MYC::LEU2</i>                                                                                                                                                                    | this study                                |
| QY3863  | YMD070 <i>SFP1- K655Q-K657Q-13MYC::LEU2</i>                                                                                                                                                                    | this study                                |

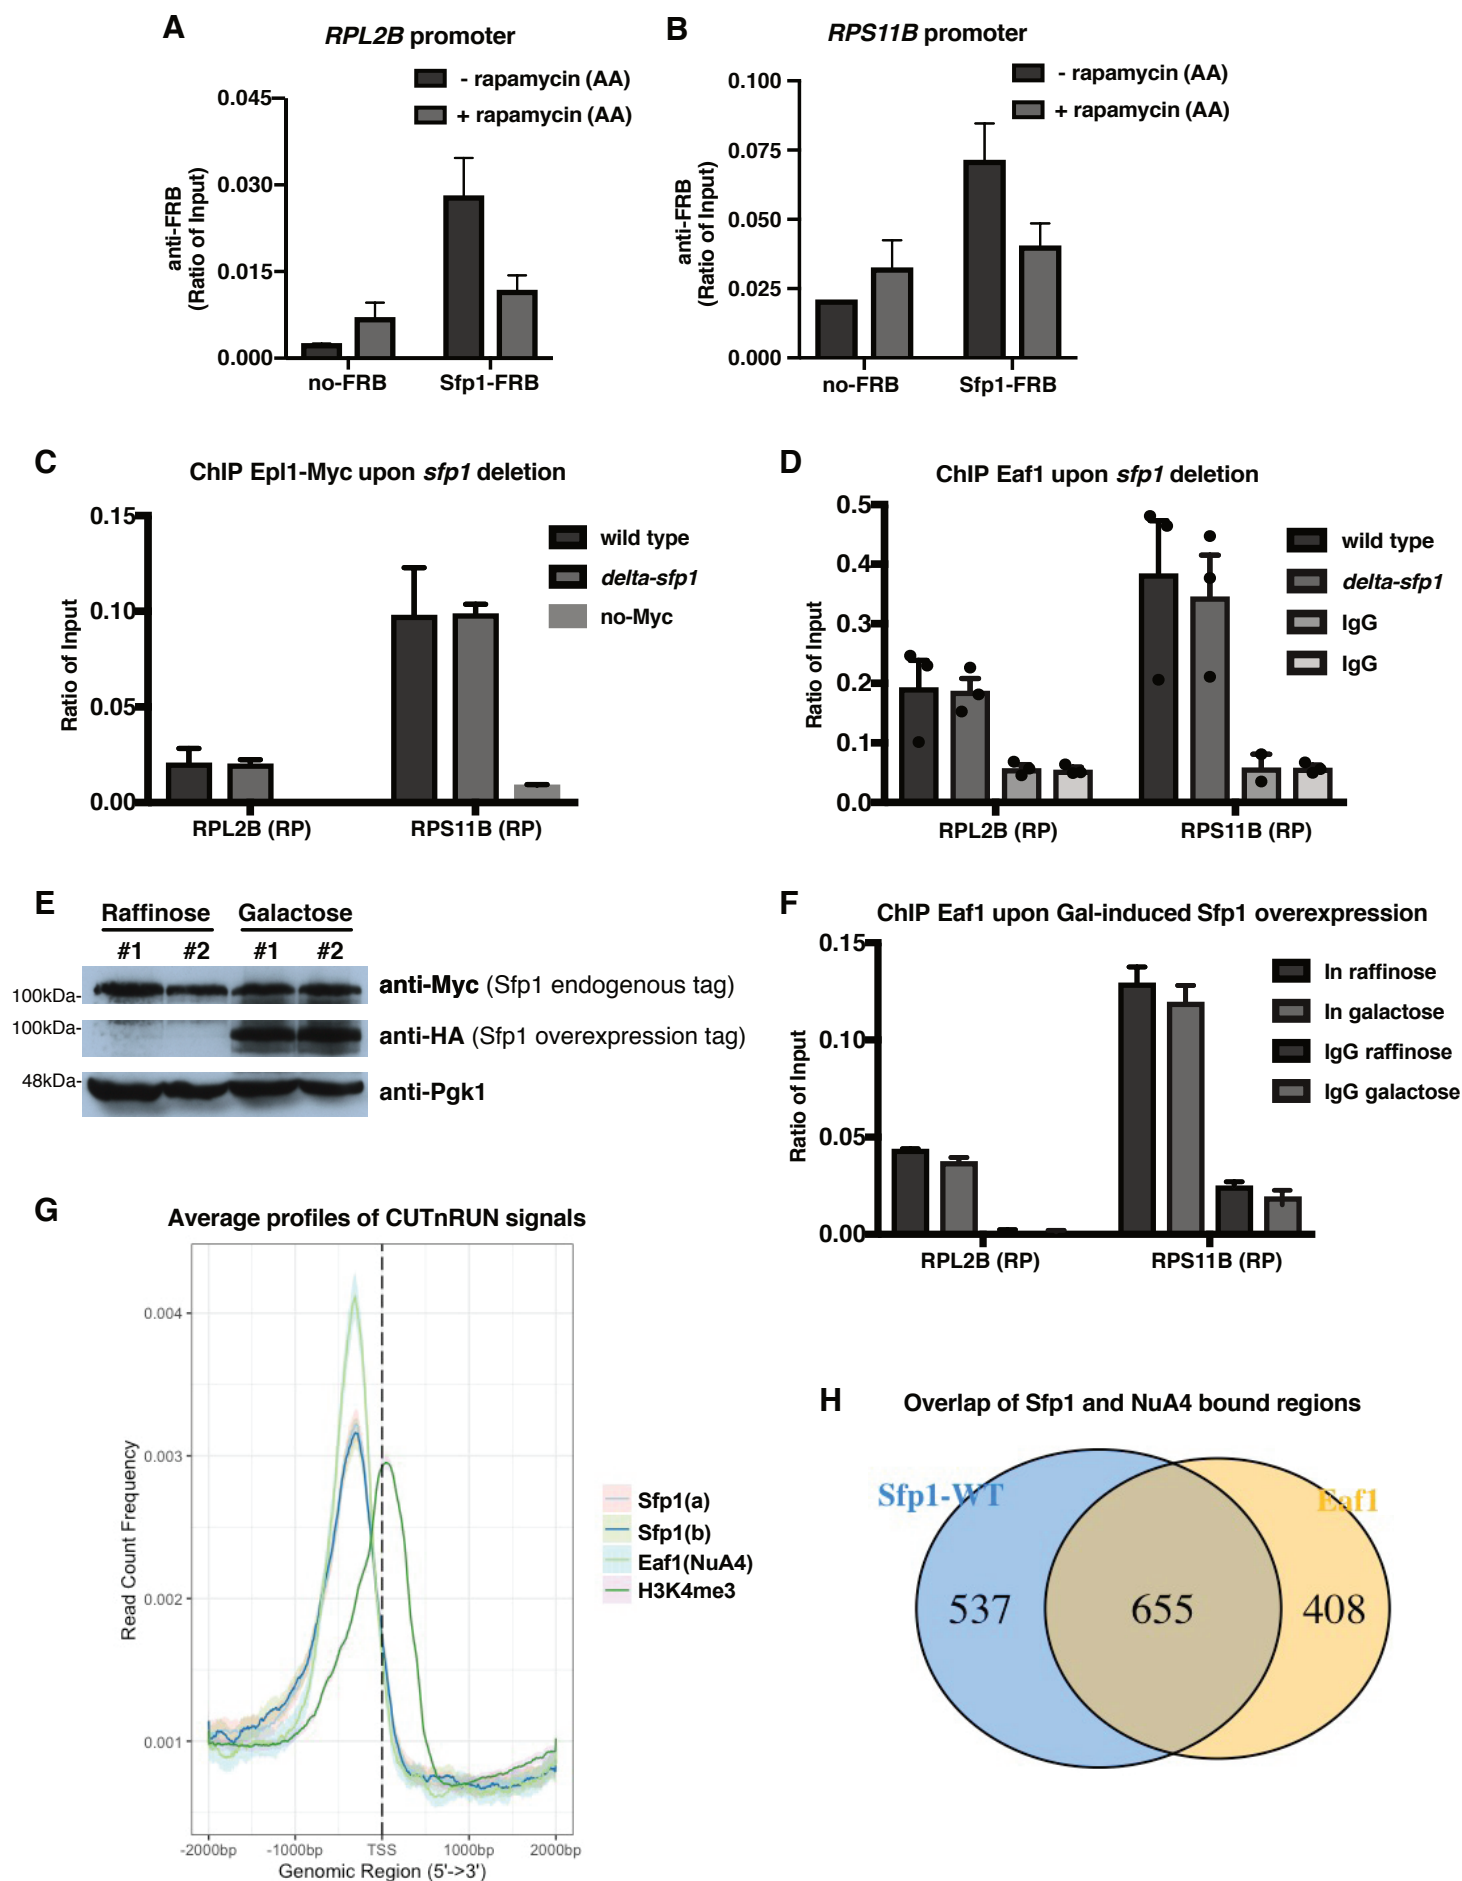

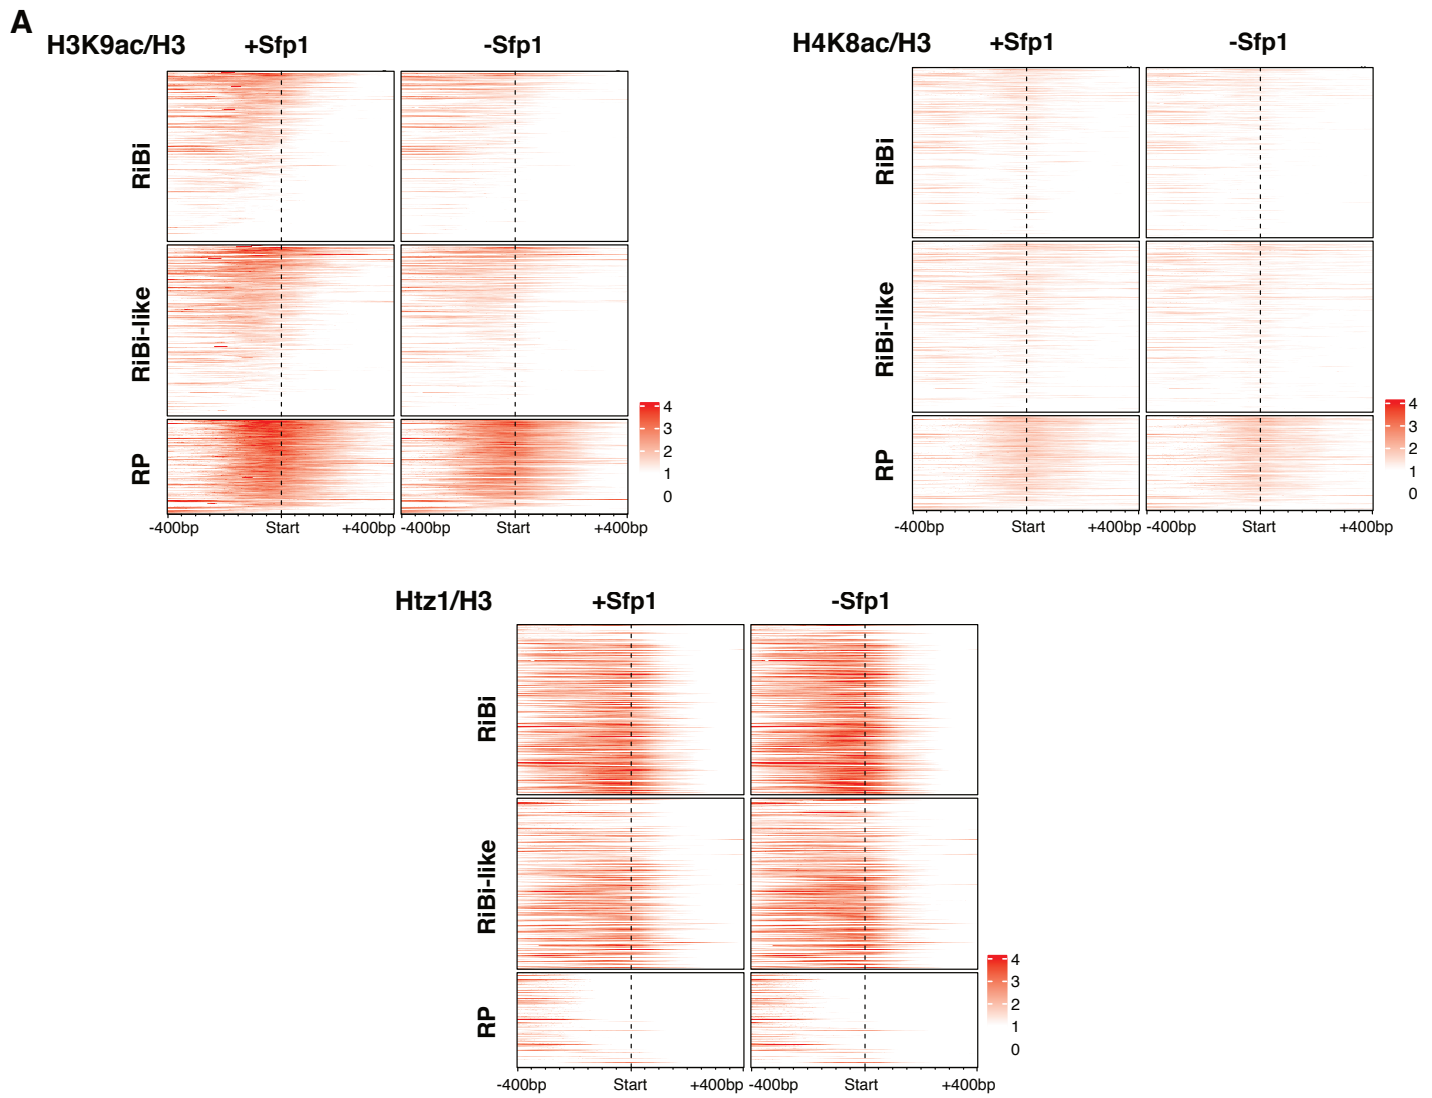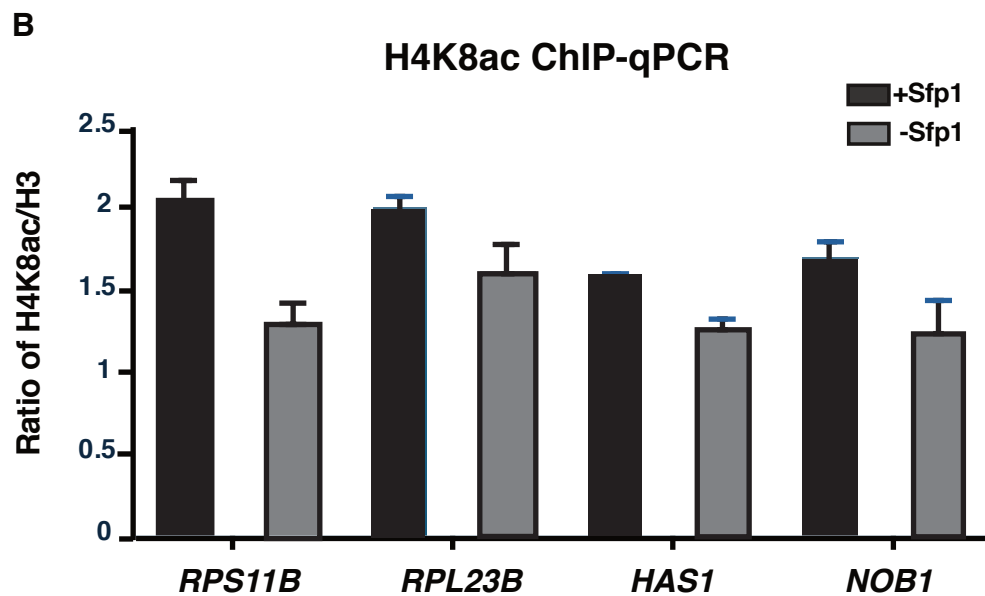

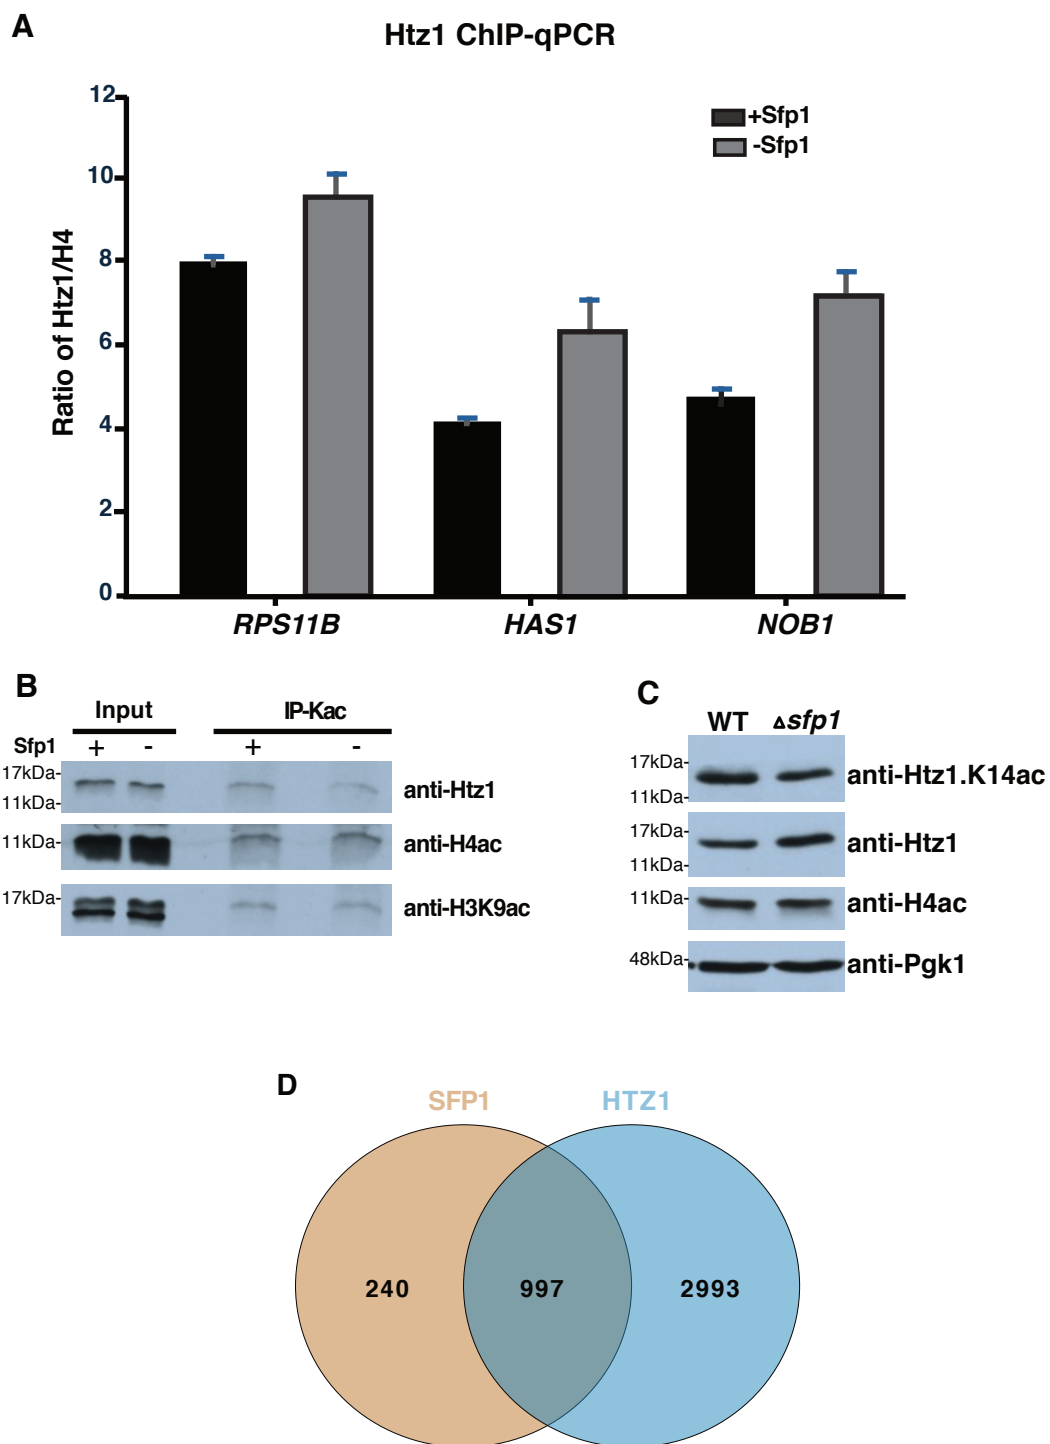

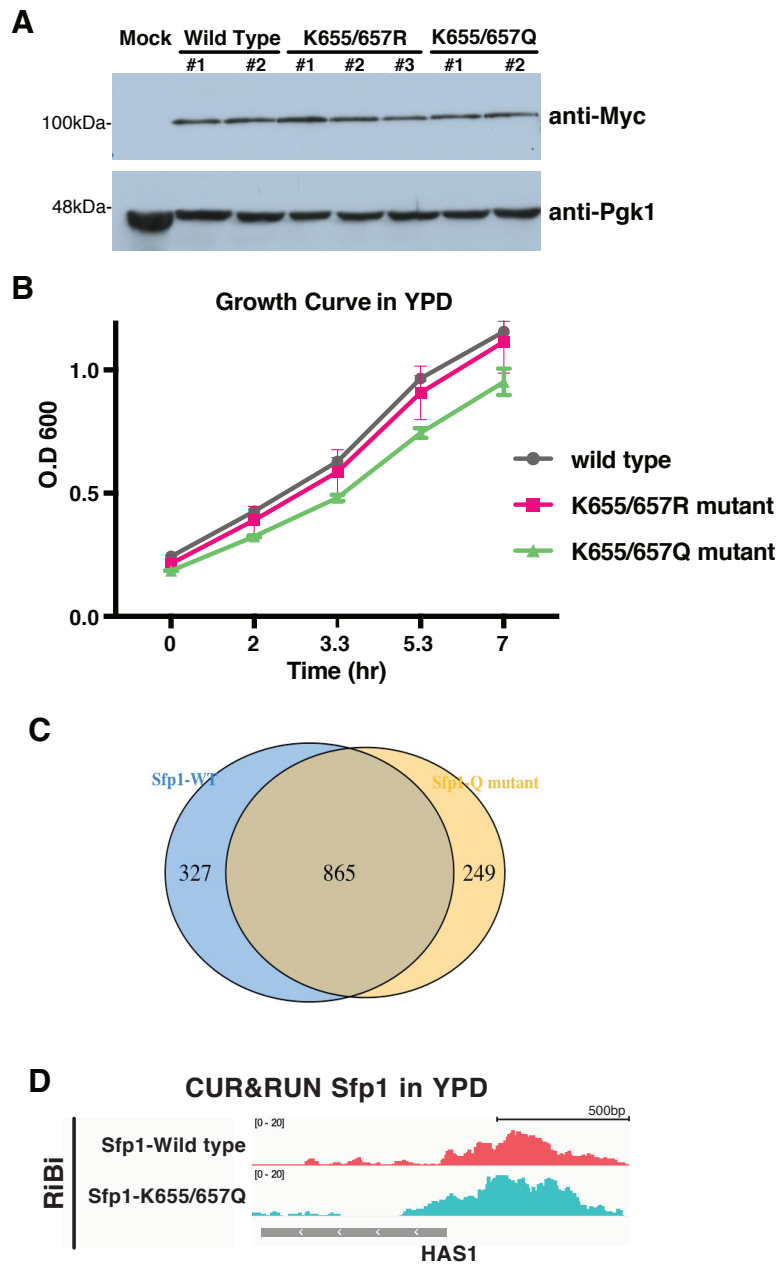

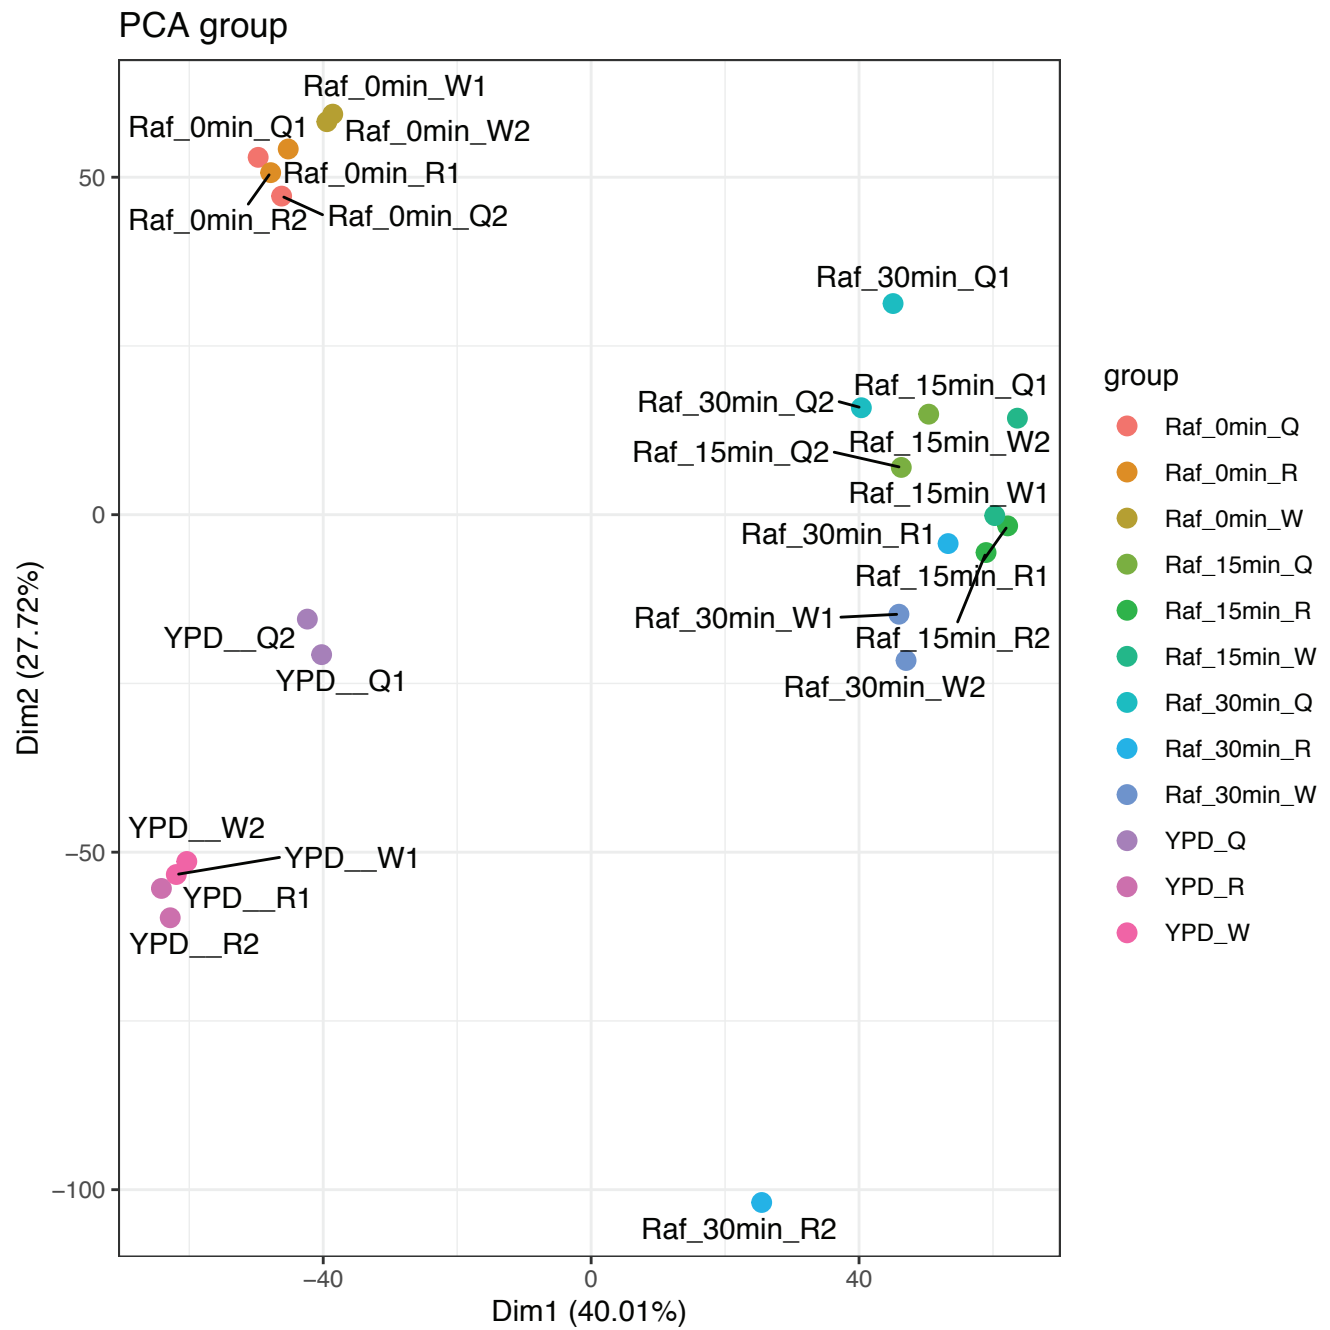

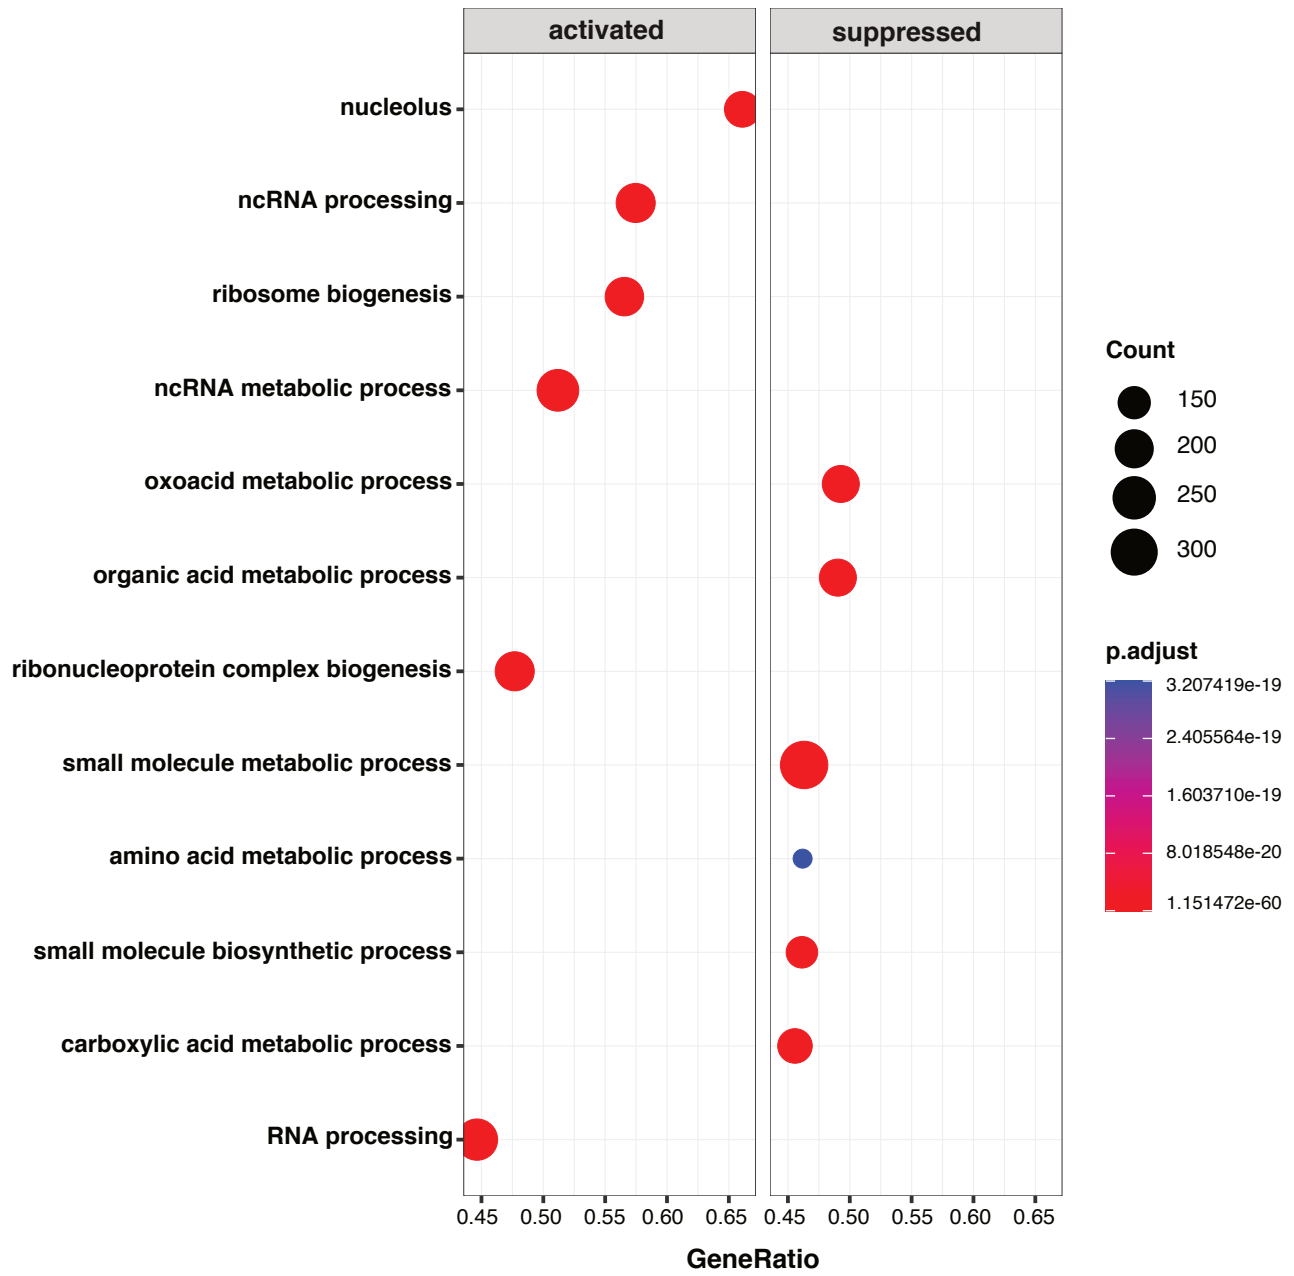

**A**

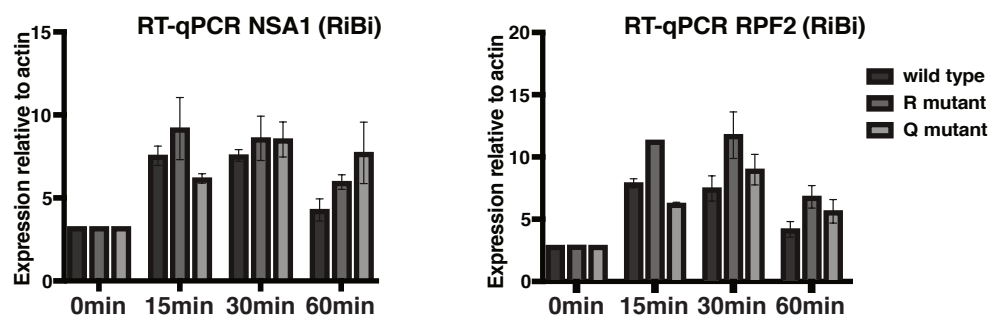

**B**

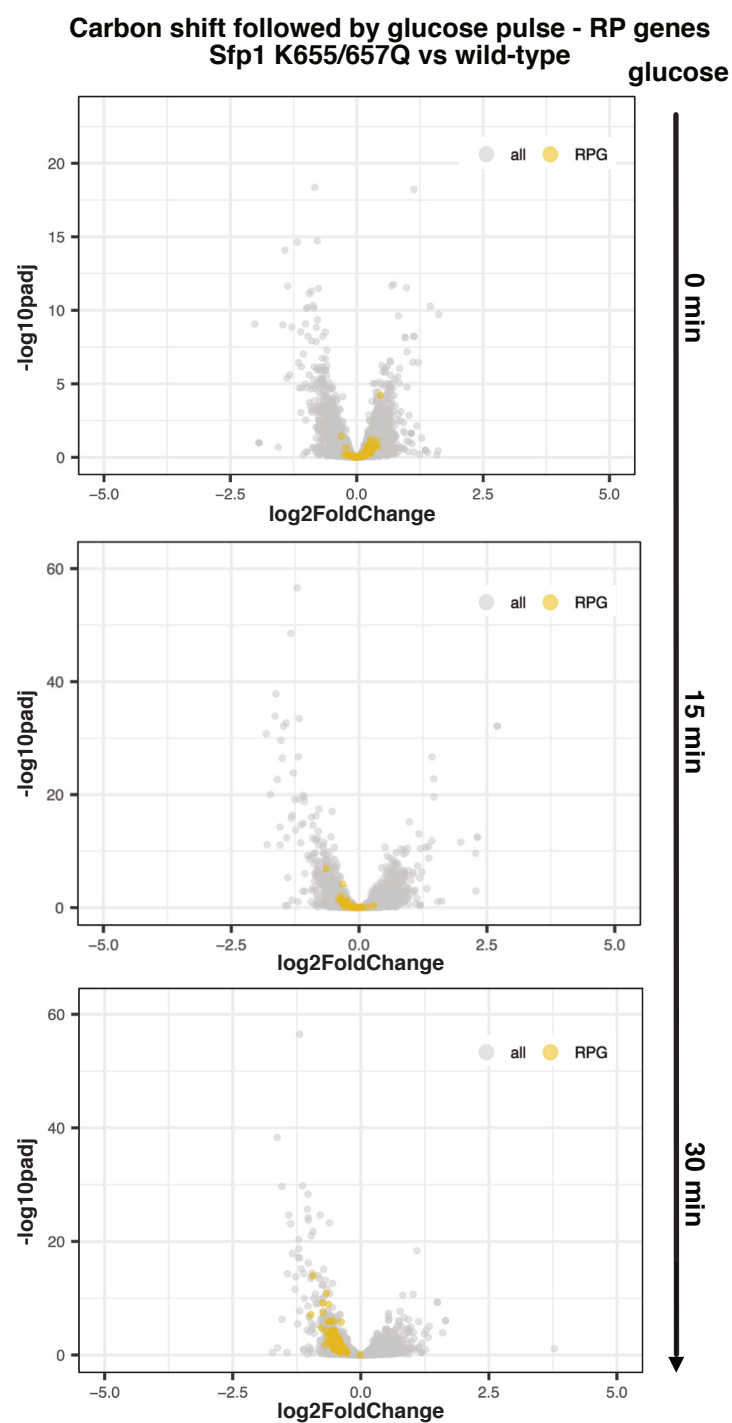

**Supplement:** Supporting Figures S1–S7 and Table S1

How the deposited data were processed for this re-analysis (not part of the article)

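The deposited table gives TPM for 24 RNA-seq libraries, made by the authors with Kallisto 0.48.0 against the R64-1-1 transcriptome (Ensembl release 109) after trimming with fastp 0.23.2. The authors tested differential expression with DESeq2 1.38.3, which needs read counts. Counts are not part of the table, so TPM were used here, and the depth of each library is unknown. Of the transcripts, 6600 are protein-coding and 12 are pseudogenes. The reference used here holds 5929 of them and lacks 683, and 189 gene symbols were added from it to the 5110 of the table. No pair of libraries was identical.

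TPM were divided by a median-of-ratios size factor per library (0.803 to 1.14) and transformed as log2 of the scaled TPM plus 1. Genes with a mean TPM of at least 1 were kept (6363). The model was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with trend), with one mean per strain and condition. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. 30 min K655/657R replicate 2 was left out as in the paper, and all 24 libraries were used as an alternative. In comparisons without the 30 min K655/657R group, that library enters the alternative only through the scaling and the shared estimate of the spread. The remaining library of that group gives values but no test. The other alternatives changed the pseudocount, the filter on low values, the scaling (TPM as deposited, upper quartile, ACT1), the fold change threshold, the samples fitted, the replicate block, the set test and the gene sets, or left out each library in turn.

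Gene sets were summarised by the median log2 fold change of their genes and tested with limma's fry, adjusted over 22 set tests. A second family of 21 set tests, adjusted on its own, was added after the data were seen and holds the responses of single strains, the levels at 15 and 30 min, K655/657R in raffinose, the RNA polymerase I and III genes, the aminoacyl-tRNA synthetases and the change of the K655/657Q effect on RP genes between media. RP genes were taken by symbol, and RiBi genes from a list written from gene names. RiBi-like genes and CRS5 were not analysed here. A RiBi set from GO terms, a Wilcoxon test across genes and a block with crossed replicate numbers were also added after the data were seen. Replicates were paired by the numbers in their labels, and the correlation of same-numbered deviations ranged from -0.35 to 0.31 over 20 pairs of groups, so that the replicate block (RiBi median 0.70 in K655/657Q in YPD, adjusted p = 3.1e-07) was used only as an alternative.

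The genes named are those that the paper names for RNA measurements, 5 auxotrophic markers, and for each comparison the 3 largest rises and falls among called genes with a mean TPM of at least 10 that changed the same way in every replicate. One gene that meets this rule is not reported here. TAR1 and the neighbours of HIS3 and TRP1 were chosen after their values were seen.

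In a simulation with the same design, 196 of 200 changed genes (98%) were called, and 3 of 5973 unchanged genes. The changed genes were shifted by at least 1 on the log2 scale, so the share called for smaller changes is not measured. Noise was independent between genes and all sets came from 1 simulated data set. The counts of sets below are therefore no error rate for correlated genes such as RP or RiBi genes. A set of 190 genes shifted by 0.5 had a median of 0.51. Of 100 sets of unchanged genes, 22 had a fry p under 0.05 after rescaling, where the scaling left an offset of -0.0079, and 1 did without rescaling. The fry test is therefore sensitive to small offsets of the scaling, and its p values for medians near 0 need the scaling alternatives beside them.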

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

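The tests of gene length and GC content, of reads shared between RP paralogs or CUP1 copies, of copper, of low expression, of swapped labels and of the raffinose-like state for RiBi genes were set before their values were seen, and the other tests of this part were chosen after the result was seen. The depth of the libraries is unknown from TPM, which limits genes with low values most, and each explanation offered here is a hypothesis.

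The effect of K655/657Q on RiBi genes differed between media: its median log2 change in raffinose minus that in YPD was -1.16 (192 of 192 genes lower, adjusted p = 5.4e-08). The other scalings moved it away from 0, to -1.19 or beyond. Genes outside the sets with the same length and GC content had a median of 0.010. The 96 RiBi genes with a mean TPM above 24.8 had -1.19, so that low expression leaves it in place. If the strain labels were swapped in YPD, genes called the same way in K655/657Q in raffinose and at 15 and 30 min would turn in YPD, but 68% of them (17 of 25) went the same way. The YPD effect was regressed on the raffinose change of K655/657R over 3981 other genes (slope 0.28). Of the median RiBi rise of 0.70 on the log2 scale in YPD, 0.50 on that scale was left. A median of 0.20 went along with the raffinose change. A raffinose-like state of K655/657Q in YPD therefore does not account for most of the rise, though it may account for the smaller part.

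RP genes also changed differently in the 2 media, by 0.19 (108 of 137 genes higher, adjusted p = 0.036). Scaled to ACT1 the difference was -0.41, but that scaling moved all genes to a median of -0.51. Its sign thus depends on the scaling. With the median of all genes subtracted it was 0.10 under ACT1 scaling, but subtraction takes back most of any scaling and is no independent check. The camera test, which compares the set with other genes, gave an adjusted p of 0.46 (range over the alternatives 0.0052 to 0.46), so a difference from other genes is not established. Genes of similar length and GC content had 0.026.

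The RP response to glucose was smaller in K655/657Q than in WT, by -0.24 at 15 min (119 of 137 genes lower, adjusted p = 0.0077) and -0.59 at 30 min (137 lower, adjusted p = 4.2e-06). At 30 min it was -0.34 with TPM as deposited, the scaling that moved it farthest toward 0. Genes of similar length and GC content had -0.015, and the 28 RP genes that share no 31-mer with other genes had -0.61. A higher RP level at 0 min alone would leave no difference at 30 min, where the level in K655/657Q was lower by -0.45. With TPM as deposited that level was lower by -0.21. A weaker induction of RP genes in K655/657Q may underlie the 30 min difference, as a hypothesis found and tested on the same data.

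The RiBi response at 15 min was larger in K655/657R than in WT, by 0.28 (178 of 192 genes higher, adjusted p = 0.0062). It was 0.25 with TPM as deposited, 0.22 to 0.36 with each library left out, and -0.045 in genes of similar length and GC content. RiBi genes in K655/657R were lower at 0 min by -0.23, so that a lower start may account for most of the larger response.

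That lower RiBi level of K655/657R in raffinose is a signal the paper does not report: -0.23 (184 of 192 genes lower, adjusted p = 0.0024). It was -0.22 under the scaling farthest toward 0, 0.029 in genes of similar length and GC content, and -0.29 to -0.17 with each library left out. It was no longer past the threshold with camera (adjusted p = 0.063) or with only the groups compared (-0.25, adjusted p = 0.068, fry test).

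RP genes were lower in K655/657R than in WT in YPD by -0.21 (124 of 137 genes, adjusted p = 0.0023), which the paper does not report. The median was -0.20 under the scaling farthest toward 0, 0.021 in genes of similar length and GC content, and -0.21 in RP genes that share no 31-mer. The result was no longer past the threshold with camera, with all 24 libraries or after scaling to ACT1, where the median was -0.21 (adjusted p over the alternatives 1.5e-06 to 0.27).

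RNA polymerase I and III genes, outside those the paper discusses, were higher in K655/657Q in YPD by 0.61 (23 of 23 genes, adjusted p = 2.2e-08). The other scalings moved it away from 0, to 0.66 or beyond, and genes of similar length and GC content gave -0.0033. Aminoacyl-tRNA synthetase genes were lower by -0.23 (15 of 18 genes, adjusted p = 0.0044), but higher by 0.22 after scaling to ACT1, which moved all genes to a median of 0.40. The sign thus depends on the scaling. With the median of all genes subtracted it was -0.18 under ACT1 scaling, but subtraction takes back most of any scaling and is no independent check. The camera test gave an adjusted p of 0.40 (range over the alternatives 3.9e-04 to 0.68), so a difference from other genes is not established. Genes of similar length and GC content had -0.036.

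FET3, an iron uptake gene, was higher in K655/657Q in YPD by 2.89 (both libraries, adjusted p = 1.1e-11), and by 2.93 or more under the other scalings. Genes matched in length and GC content to 20 listed iron genes, whose median was 0.32, had -0.075. Of 17 other iron genes, 16 were higher in K655/657Q in YPD (median 0.30). Less iron in every medium would raise these genes in raffinose too, where their median was -0.094 and 4 were higher. In K655/657R they rose from YPD to raffinose by a median of 1.16 (15 of 17 higher), so that a raffinose-like state of K655/657Q in YPD is a candidate explanation.

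CUP1-1 was higher in K655/657R in YPD by 2.56 (both libraries, adjusted p = 9.2e-06), at a scaled TPM of 13994 ± 1462 against 2371 ± 312 (SD, n = 2 each). A different copy number would raise it in every medium, but in raffinose its log2 fold change was -0.087. The summed copies gave 2.56 and TPM as deposited 2.49. SOD1, taken as a copper-responsive gene, changed by -0.11 (adjusted p = 0.42). Its response to copper was not measured here, so this single gene cannot decide whether copper differed. In K655/657Q CUP1-1 was -1.26 in YPD, -0.31 in raffinose, 2.72 at 15 min and 1.57 at 30 min, and no test here separates the genotype from a difference between cultures.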

How the results depend on the processing

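Of the alternatives, the RiBi set from GO terms, the Wilcoxon test across genes and the crossed replicate block were chosen after the result was seen, as were all alternatives for the second family of set tests, and the others were set before the data were examined. Values are medians of log2 changes unless they are counts of genes. Q and R stand for K655/657Q and K655/657R, and a response is the change from 0 min. For each changed result in this part, the cause was not tested unless a value shows it.

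Of 54 results, 3 were unchanged under every alternative run. They kept their direction and their side of the threshold, and leaving out a library moved them by no more than the spread between replicates. These were the RiBi difference of Q in YPD (0.60 to 1.06, adjusted p 2.0e-94 to 0.048), in raffinose (-0.61 to -0.26, adjusted p 7.4e-89 to 0.038) and the change of the Q effect between media (-1.67 to -1.04, adjusted p 5.1e-09 to 0.027). The lower RP response of Q at 30 min also stayed past the threshold in every alternative that was tested (-0.61 to -0.34, adjusted p 3.4e-28 to 0.027). In the fits that left out a library, which carry no test, it kept its direction. Without Q replicate 2 at 30 min it moved by more than that spread, to -0.64. For 56 results on named genes, 27 changed in at least 1 alternative, with 45 values moved, 28 weaker, 9 stronger and 3 reversed.

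Scaling moved the median of all genes. Relative to median-of-ratios scaling, TPM as deposited shifted it by 0.17 for Q in YPD, 0.21 for Q at 30 min, -0.13 and -0.23 for the WT responses at 15 and 30 min and -0.19 for the Q effect between media. ACT1 scaling shifted it by -0.14 for Q in raffinose, 0.20 and 0.23 for the WT responses, 0.42 for the 15 min response of R and -0.53 for the Q effect between media. With the fold change threshold kept, 48.1% of genes called in Q in YPD were up, against 73.3% of 991 genes with TPM as deposited (686 shared) and 92.6% of 1779 after scaling to ACT1 (553 shared). In R in YPD 66.0% of 103 genes were up, against 51.5% of 99 with TPM as deposited. In Q in raffinose 40.3% were up, against 9.29% of 323 after scaling to ACT1 (165 shared). In Q at 15 min 48.2% were up, against 28.3% of 361 after scaling to ACT1. In Q at 30 min 29.0% were up, against 84.3% of 343 with TPM as deposited (124 shared) and 51.6% of 221 with upper-quartile scaling (177 shared).

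Without the fold change threshold, 2660 genes were called in Q and 712 in R in YPD, 1351 and 42 in raffinose, and 1436 and 1364 in Q at 15 and 30 min. The 11 genes called in R in raffinose became 3 with a pseudocount of 0.1, 4 without a filter, 7 with a mean TPM of at least 10, 7 with TPM as deposited, 4 after scaling to ACT1, 4 with the replicate block, 1 with all 24 libraries and 0 with only the groups compared, where 1022 genes had an unadjusted p under 0.05 in the fit of all groups. In R at 15 min, where 0 were called and 1001 had an unadjusted p under 0.05, ACT1 scaling gave 3.

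ACT1 scaling reversed the RP difference of Q in YPD (0.39) and raffinose (-0.036), RiBi in Q from YPD to raffinose (0.043), the TCA cycle (0.24) and the aminoacyl-tRNA synthetases (0.22) in Q in YPD, RP in R in raffinose (-0.069), the RP response of R minus WT at 30 min (0.032), the Q effect on RP between media (-0.41), and RPL2B (0.32) and RPS11B (0.17) in Q in YPD. It took below the threshold RP in R in YPD (-0.21), RP from YPD to raffinose in WT (-0.13) and R (-0.028), the 15 min RP response of Q minus WT (-0.17) and amino acid metabolism in Q (-0.16). It brought past the threshold the 15 min RP response of R minus WT (0.35) and RiBi in R at 15 min (0.21), and moved the 30 min RiBi (1.42) and RP (1.42) responses of R and the RiBi response of R minus WT (0.43).

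TPM as deposited reversed RP in Q in YPD (0.13), RiBi in R in YPD (-0.044), RiBi in Q from YPD to raffinose (0.12), RiBi in R at 15 min (-0.0089), RP in R in raffinose (-0.012), the Q effect on RP between media (-0.023) and RPL2B in Q in YPD (0.057). It weakened the TCA cycle (-0.019) and aminoacyl-tRNA synthetases (-0.040) in Q in YPD, RiBi in Q at 30 min (-0.13) and RP in R at 15 min (0.073), brought the 30 min RiBi response of Q minus WT past the threshold (0.35), and moved at 30 min the RP (-0.011) and RiBi (0.39) responses of R minus WT and the RiBi (0.89) and RP (0.88) responses of R. Upper-quartile scaling took below the threshold RP in Q in raffinose (0.12) and at 15 min (-0.067), the TCA cycle (-0.16) and the Q effect on RP between media (0.14), and moved at 30 min the RP (-0.053) and RiBi (0.35) responses of R minus WT and the RiBi (1.23) and RP (1.23) responses of R.

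With only the groups compared, results no longer past the threshold were RP in Q in raffinose (0.091), the 15 min RP response of Q minus WT (-0.23), the TCA cycle (-0.21), RiBi in R in raffinose (-0.25), RP in Q (-0.11) and R (0.17) at 15 min and the aminoacyl-tRNA synthetases (-0.23), while RiBi in R at 15 min passed (0.084). With the replicate block these were RP in Q in raffinose (0.11) and at 15 min (-0.10). With all 24 libraries they were RP in R in YPD (-0.21), RP in Q in raffinose (0.12) and at 15 min (-0.10), the 15 min RP response of Q minus WT (-0.23), the TCA cycle (-0.21), RP in R at 15 min (0.14) and the Q effect on RP between media (0.19). None of these contrasts holds the 30 min R group, so the added library bears only on their scaling and shared spread. The 30 min RP response of R, which holds that library, became 1.40, and its difference from WT reversed to 0.24.

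The Wilcoxon test across genes, which treats genes as independent, brought past the threshold RP in Q in YPD (-0.056), the 15 min RP response of R minus WT (0.11) and the 30 min RiBi response of Q minus WT (0.11). With the RT-qPCR genes as the RiBi set, RiBi in R in YPD (-0.062), in Q from YPD to raffinose (0.20) and in R at 15 min (-0.020) and the 15 min response of Q minus WT (-0.062) reversed, and the 30 min response of R moved to 0.95. It was 0.92 with the GO set and 1.09 with a pseudocount of 0.1.

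The camera test leaves the medians as they are and compares a set with all other genes, with more variance for correlated genes. Under it 31 results were no longer past the threshold, with adjusted p from 0.052 to 0.52. These were RP in R in YPD (-0.21) and in Q in raffinose (0.11), RP from YPD to raffinose in WT (-0.85), R (-0.65) and Q (-0.68), RiBi from YPD to raffinose in WT (1.14) and R (0.89), the 15 min RP response of Q minus WT (-0.24), the 15 min RiBi response of R minus WT (0.28), amino acid metabolism (-0.61), the TCA cycle (-0.21), glycolysis (-0.63), RNA polymerase I and III (0.61) and aminoacyl-tRNA synthetases (-0.23) in Q in YPD, RiBi in R in raffinose (-0.23) and in Q at 15 min (-0.41) and 30 min (-0.35), RP in Q at 15 min (-0.10) and 30 min (-0.45) and in R at 15 min (0.15), the Q effect on RP between media (0.19), the RiBi responses at 15 min in WT (1.03), R (1.31) and Q (1.06) and at 30 min in WT (0.74) and Q (0.85), and the RP responses at 15 min in WT (0.85), R (0.97) and Q (0.59) and at 30 min in WT (1.12) and Q (0.53).

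Each fit that left out 1 library leaves a group with a single sample and gives values without a test. The results below moved by more than the spread between replicates or changed direction. RiBi in R in YPD ranged from -0.020 to 0.051, RiBi from YPD to raffinose from 1.09 to 1.20 in WT and 0.81 to 0.95 in R, and amino acid metabolism, the TCA cycle and aminoacyl-tRNA synthetases in Q in YPD from -0.64 to -0.53, -0.27 to -0.17 and -0.33 to -0.11. Responses minus WT at 15 min ranged from 0.0084 to 0.21 for RP in R, -0.33 to -0.16 for RP in Q, 0.22 to 0.36 for RiBi in R and -0.040 to 0.12 for RiBi in Q, and at 30 min from -0.64 to -0.55 for RP in Q, 0.056 to 0.17 for RiBi in Q and 0.23 to 0.36 for RiBi in R. Levels ranged from -0.29 to -0.17 for RiBi in R in raffinose, -0.48 to -0.34 for RiBi in Q at 15 min, -0.20 to -0.013 for RP in Q at 15 min, 0.051 to 0.24 for RP in R at 15 min and -0.51 to -0.40 for RP in Q at 30 min. RP responses ranged from 0.75 to 0.93 (WT, 15 min), 1.08 to 1.17 (WT, 30 min) and 0.50 to 0.59 (Q, 30 min), and RiBi responses from 1.22 to 1.37 (R, 15 min), 0.99 to 1.13 (Q, 15 min), 0.70 to 0.80 (WT, 30 min), 0.98 to 1.11 (R, 30 min) and 0.80 to 0.92 (Q, 30 min).

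Because fry reacts to small offsets of the scaling, medians near 0 that pass under it, such as RP in Q in raffinose, rest on the scaling chosen. The depth of the libraries is unknown, so genes with low TPM carry a counting error that is not measured here.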

Differences from the paper's values

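No test in this part was chosen after a result was seen except where stated.

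The median RP response of K655/657R at 30 min was 1.02 on the log2 scale, against the paper's about 1.5 in Fig. 7F, read by eye. No alternative had been set for this result before the data were examined. None of those chosen after seeing the values closed the gap, and the nearest were 1.42 after scaling to ACT1 and 1.40 with all 24 libraries. The latter rests on a library whose difference from its replicate correlated with coding length at -0.60 (Spearman), which may raise its RP value. The paper's methods state that K655/657R replicate 2 at 30 min was removed. The legend of Fig. 7F does not name the libraries it shows, so the meaning of the gap stays open.

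The median RiBi response of WT at 30 min was 0.74, against the paper's about 0.84 in Fig. 7G, read by eye. No alternative had been set for this result before the data were examined either. Of those chosen after seeing the values, upper-quartile scaling (0.87) and the fit without WT replicate 1 at 30 min (0.80) closed the gap and the others did not.

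The paper states that RP genes are more expressed in K655/657R than in WT during the pulse. Here the RP response in K655/657R minus WT was 0.11 at 15 min (101 of 137 genes higher, adjusted p = 0.22, over the alternatives 2.1e-04 to 0.66), and -0.12 at 30 min with 23 libraries (32 genes higher). In level, as opposed to response, RP genes were higher in K655/657R at 15 min by 0.15 (118 of 137 genes, adjusted p = 0.025, over the alternatives 0.0090 to 0.41), a test chosen after seeing the data. Scaling to ACT1 gave a response difference of 0.35 at 15 min, past the threshold, with all genes at a median of 0.19, and 0.03 at 30 min. A Wilcoxon test across genes, chosen after seeing the values, also passed at 15 min. All 24 libraries gave 0.24 at 30 min, with the length-dependent library included.

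The paper states that RP genes fall in raffinose in all strains, citing RT-qPCR of RPL2B and RPS11B relative to ACT1. The RP set fell here in every strain under median-of-ratios scaling. Under ACT1 scaling its medians were -0.13 in WT and -0.03 in K655/657R, not past the threshold, with all genes at 0.66 and 0.57. The paper also shows RiBi genes as downregulated in K655/657Q in raffinose. Of the genes it measured by RT-qPCR, HAS1 (-0.26), NUG1 (-0.22) and NSA1 (-0.15) were lower here but not past an adjusted p of 0.05 (0.062, 0.080 and 0.14). After scaling to ACT1, set before the data were examined for the gene counts of this comparison, and with all genes at a median of -0.12, they were -0.41, -0.37 and -0.30 and passed an adjusted p of 0.05 (0.020, 0.016 and 0.017, the lowest over the alternatives, the highest being 0.12, 0.17 and 0.29), though under the fold change threshold.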

Other observations

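All tests of this part were chosen after the result was seen, except the correction for gene length and GC content.

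The change of K655/657Q in YPD may resemble the raffinose state. Across genes outside the sets it correlated at 0.53 (Pearson; Spearman 0.57) with the raffinose change of K655/657R, whose libraries do not enter it. Correction for gene length and GC content over 3699 genes left it at 0.53 (0.52 before, same genes), but these properties explained only 1.32% and 0.0498% of the variance of the 2 changes, so the correction had little to remove. With the raffinose change of WT the correlation was 0.50, and the K655/657R effect in YPD correlated at 0.051 with the raffinose change of K655/657Q. Of 728 genes called in K655/657Q in YPD and counted as outside the sets, 611 (83.9%) went the same way in raffinose in K655/657R. The sets left out were RP, RiBi, RNA polymerase I and III and aminoacyl-tRNA synthetase genes. The metabolic lists were thus counted, which may raise the agreement. In amino acid metabolism and glycolysis, 45 and 12 genes were called down in K655/657Q in YPD (1 and 0 up). From YPD to raffinose in K655/657R, 55 and 12 were called down (5 and 2 up). The correlations include genes of these lists too. The paper reports slightly slower growth of K655/657Q in liquid medium, with curves in YPD (Fig. S4B), and slower growth as a source of the pattern was not tested here. The deposited tables hold no growth rates, so the pattern is offered as a hypothesis only.

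30 min K655/657R replicate 2 differed from replicate 1 by an amount that correlated with coding length at -0.60 (Spearman, 4050 genes), against sizes of at most 0.29 in the other pairs. Its 10 highest transcripts took 29.9% of the TPM, against at most 24.9% elsewhere, and TAR1 (YLR154W-C, chromosome XII, 454696 to 455070, antisense to the rDNA) stood at 22035 TPM, against at most 3929. A few transcripts taking more of the library would lower all other genes alike, which the scaling removes. After scaling, 1984 of 6363 genes still differed more than 1.5-fold between the replicates, against at most 173 in the other pairs. This argues against a few transcripts as the only cause, and loss of long transcripts remains as a candidate explanation. A mislabelled library would be nearest to another group, and it was nearest to WT at 30 min (Pearson 0.70), which has the same time point and is not told apart from K655/657R by this test.

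HIS3 and TRP1 are listed at 0 in all 24 libraries. They are among 21 annotated genes at 0 throughout (0.354% of those matched to the reference), and the deposited table has 71 such transcripts, matched or not. Their neighbours are expressed, with DED1 at 15.0 to 102 TPM and GAL3 at 1.16 to 9.75. The sample labels name LPY as the line but list the alleles that the strain table of the paper gives for W303-1A. The table writes both genes as deletions for LPY3431 and not for W303-1A, and has K655/657 mutants in both. Values of 0 beside expressed neighbours favour the LPY3431 alleles as the candidate explanation. LEU2 (30.9 to 406 TPM), URA3 (61.2 to 249) and ADE2 (15.7 to 187) are expressed.

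In K655/657R in YPD, YHR052W-A rose by 2.49, close to the 2.56 of CUP1-1, and is not counted as an independent signal. NDE1, SSA2 and SFG1 changed by -0.92, -0.84 and -0.83 (SSA2 shares 63.9% of its 31-mers with other genes). In raffinose, TSL1 (0.92, adjusted p = 0.012) and PIC2 (0.85, adjusted p = 0.0032) were higher in both libraries, and kept direction and side of the threshold in 8 and 9 of 10 alternatives. YNL194C (0.69), AIM20 (-0.70) and ISU1 (-0.60) just passed (adjusted p = 0.045 each), did so in 2, 5 and 3 of 10 alternatives, and did not with the replicate block (adjusted p = 0.0569, 0.0515 and 0.0505). Over the alternatives the adjusted p of these 5 genes ranged from 0.0011 to 0.39, and it was at least 0.38 for each with only the samples of the groups compared. SFP1 rose from YPD to raffinose in WT by 0.48 (both libraries, adjusted p = 1.4e-05).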
